# Loss of Krüppel-like factor 9 deregulates both physiological gene expression and development

**DOI:** 10.1038/s41598-023-39453-3

**Published:** 2023-07-28

**Authors:** Laura Drepanos, Ian M. Gans, Janelle Grendler, Sophia Guitar, J. Heath Fuqua, Nathaniel J. Maki, Andrea R. Tilden, Joel H. Graber, James A. Coffman

**Keywords:** Computational biology and bioinformatics, Developmental biology, Molecular biology, Endocrinology

## Abstract

Krüppel-like factor 9 (Klf9) is a ubiquitously expressed transcription factor that is a feedforward regulator of multiple stress-responsive and endocrine signaling pathways. We previously described how loss of Klf9 function affects the transcriptome of zebrafish larvae sampled at a single time point 5 days post-fertilization (dpf). However, *klf9* expression oscillates diurnally, and the sampled time point corresponded to its expression nadir. To determine if the transcriptomic effects of the *klf9*^−/−^ mutation vary with time of day, we performed bulk RNA-seq on 5 dpf zebrafish embryos sampled at three timepoints encompassing the predawn peak and midmorning nadir of *klf9* expression. We found that while the major effects of the *klf9*^−/−^ mutation that we reported previously are robust to time of day, the mutation has additional effects that manifest only at the predawn time point. We used a published single-cell atlas of zebrafish development to associate the effects of the *klf9*^−/−^ mutation with different cell types and found that the mutation increased mRNA associated with digestive organs (liver, pancreas, and intestine) and decreased mRNA associated with differentiating neurons and blood. Measurements from confocally-imaged larvae suggest that overrepresentation of liver mRNA in *klf9*^−/−^ mutants is due to development of enlarged livers.

## Introduction

Krüppel-like factor 9 (Klf9), a ubiquitously expressed vertebrate member of the Krüppel-like family of transcription factors, has recently emerged as a critical regulator of multiple environmental- and stress-response pathways, including those mediated by the glucocorticoid receptor (GR), the thyroid receptor (TR), aryl hydrocarbon receptor (AHR), the redox homeostasis/oxidative stress factor Nrf2, and the proteostasis/ER-stress factor Xbp1^1–7^. Klf9 is also known to regulate both developmental cell differentiation and physiology in multiple tissue types and organ systems, including the central nervous system^8–11^, blood^2^, adipose tissue^12^, and liver^13^, and to interact with and regulate the circadian clock^14,15^. As is the case with many ubiquitously expressed transcription factors, the function of Klf9 depends on context, both spatially and temporally. While this limits broad generalizations about Klf9 function, evidence from various systems suggests that, like other KLFs, Klf9 often functions to regulate and/or fine-tune cellular responses to signal-responsive transcriptional activators, and that it often does so in incoherent feedforward loops, i.e., as a target whose activation functions to repress other targets^1,4,5,16,17^. Incoherent feedforward regulation is widely used in biological systems to optimize responsivity and mediate biochemical adaptation to signal strength^18–23^.

We previously showed that zebrafish *klf9* is transcriptionally upregulated by GR signaling and that the transcriptomic response to chronic cortisol treatment measured by bulk RNA-seq of zebrafish larvae is significantly altered by loss of *klf9* function^1,24,25^. We subsequently showed that *klf9* mRNA expression is oscillatory, with a diurnal rhythm that peaks just before dawn and then rapidly declines to a mid-morning nadir, a pattern also displayed by mRNA of the GR (and Klf9) target gene *fkbp5*, but not by several other GR target genes^17^. The diurnal oscillation of *klf9* transcript levels depends on a functional GR and is thus probably at least in part due to the diurnal oscillation in circulating cortisol levels^17^. Our previous RNA-seq experiment assessing the transcriptomic effects of the *klf9*^−/−^ mutation was carried out on pooled zebrafish larvae collected at a single mid-morning timepoint^1^, when *klf9* mRNA expression is at its nadir, leaving open the possibility that the observed effects were specific to that time of day.

Here we report the results of another bulk RNA-seq experiment that we carried out to assess the extent to which the transcriptomic effects of the *klf9*^−/−^ mutation depend on the time of day. As in our previous experiment, we sampled zebrafish larvae on day 5 post-fertilization, a full day after the hypothalamus-pituitary-interrenal (HPI, homologous to the mammalian hypothalamus–pituitary–adrenal or HPA) axis has developmentally matured and *klf9* expression has developmentally plateaued^17^. Samples were taken at three different time points: − 3, 0, and + 2.5 h with respect to the time when the lights come on (Zeitgeber Time, ZT), encompassing the *klf9* expression peak and nadir (respectively at ~ ZT0 and ZT+2.5). Four biological replicates each of wildtype (WT) and *klf9*^−/−^ larvae were sampled at each time point and subjected to bulk RNA-seq. We used the unbiased approach of Principal Component Analysis (PCA) to identify patterns of variance in the data, which were then mapped to the experimental design variables and other metadata to identify the sources of the variation. This analysis showed (unsurprisingly) that the transcriptome varies substantially with time of day, and that this dynamic is affected by the *klf9*^−/−^ mutation, such that a subset of the mutation’s effects manifests only at a specific time of day. Nevertheless, many effects of the mutation manifest independently of the time of day, including the major effects that we reported previously^1^. Using a published zebrafish larva single-cell transcriptome atlas^26^ we mapped the gene expression effects of the *klf9*^−/−^ mutation identified in our bulk RNA-seq experiments to putative cell and tissue type, which revealed potential functions of Klf9 in regulating the development of liver and other organ systems.

## Results

### Time of day, Klf9, and Zeitgeber contribute to expression variance among RNA-seq samples

Principal component analysis (PCA) of the RNA-seq data was performed to identify patterns of variance in the transcriptomes among four biological replicate samples taken from two genotypes (wildtype and *klf9*^−/−^) at each of three time points (ZT−3, ZT0, and ZT+2.5) (Fig. 1a, Supplementary Fig. S1). 

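The larvae carried either wildtype klf9 or a homozygous mutation of that gene, which encodes a transcription factor. Each of the 24 samples was a pool of 6 larvae at 5 days post-fertilization, with 4 pools per genotype and time point. Time is given as Zeitgeber time (ZT), in hours from the onset of light. The authors deposited the number of reads that RSEM assigned to each of 31242 genes, an expected count without normalization. Total expected counts ranged from 41444609 to 64452247 per sample, with a median of 46426734 in the 12 klf9-/- samples and 54621234 in the 12 wildtype samples. The klf9-/- totals were lower within time points (exact permutation test within time points, two-sided, p = 0.0077). Between 25219 and 25615 genes had at least 1 count in a sample, and the 10 most abundant genes took 10.4% to 14.3% of its counts. For the principal components, the deposited regularized log2 values (rlog) of 25362 genes were Z-transformed gene by gene. For differential expression, the counts were rounded, scaled by the TMM method and compared between genotypes with edgeR's quasi-likelihood test, with the PC1 score as a covariate and Benjamini-Hochberg adjustment. A gene was counted at an adjusted p of at most 0.1 and a log2 fold change of at least 0.5 in either direction, the thresholds of Fig. 2.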

Surprisingly, the first principal component, which captured 26.86% of the variance, indicated systematic differences between biological replicate samples within each experimental treatment group (time and genotype) (Supplementary Fig. S2). This was revealed in follow-up experiments to be in large part, and possibly entirely, a technical artifact of the procedure used for mRNA extraction and purification (see Methods, Supplementary Fig. S3). 

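PC1 took 21.7% of the variance across the 24 samples. Its share moved most when genes were centred but not scaled to unit variance, to 29.2%. In each of the 6 groups, the 4 scores followed the order of the replicate numbers without exception (replicate numbers permuted within groups, exact permutation p = 3.3e-07). Scores rose with the number in klf9-/- at ZT-3 and in wildtype at ZT0, and fell with it in the other 4 groups. From log2 CPM in place of rlog, the scores kept the order of the numbers in 3 of the 6 groups (exact permutation p = 0.0095).

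**Figure D1:**
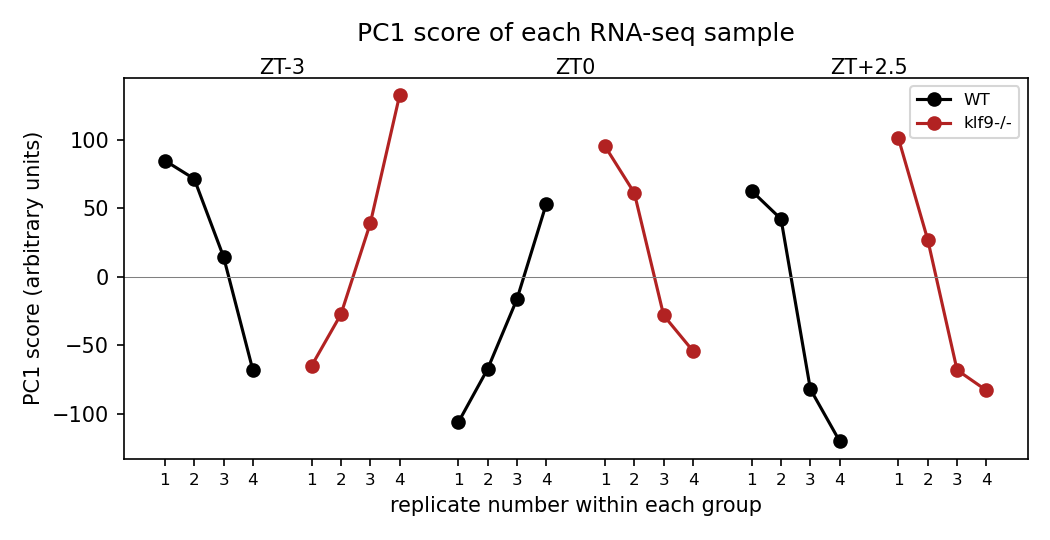
PC1 scores of the 24 samples against replicate number, by genotype and time point. Lines join the 4 replicates of a group. Scores ran from -120.2 to 132.7 and were in the order of the numbers in 6 of 6 groups.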

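Measures recorded for each sample were related to PC1 after both were centred on their group means (24 samples, permutations within groups, 4 relations). For RNA concentration, Pearson's r was -0.35 (permutation p = 0.17, adjusted p = 0.46) and Spearman's rho -0.31 (permutation p = 0.20), and r was -0.18 without the 2 samples farthest from the median concentration. The absorbance ratio A260/280 gave r = 0.32 and rho = 0.36 (permutation p = 0.23 and 0.12), with r = 0.20 without 2 samples, and A260/230 gave r = -0.14 and rho = -0.21 (permutation p = 0.57 and 0.38), with r = -0.20. Total counts were unrelated to PC1 at this sample size, with r = -0.02 and rho = -0.05 (permutation p = 0.95 and 0.82), and r = -0.02 without 2 samples. Among the genes whose primers Table S2 lists, 3 were chosen after their values were seen: gngt1 (ENSDARG00000035798) and rogdi (ENSDARG00000104413) loaded positively on PC1, at 0.90 and 0.84, and lamb1a (ENSDARG00000101209) most negatively, at -0.91. Lists of tissue marker genes lay at opposite poles, with median loadings of 0.88 for mature neurons, 0.79 for differentiating neurons and 0.73 for photoreceptors against -0.84 for exocrine pancreas, -0.65 for intestine and -0.59 for liver. From the follow-up experiments in Fig. S3, the paper concludes that PC1 was in large part, and possibly entirely, an artifact of the extraction procedure.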

PC1 was therefore used as a covariate in the differential expression analyses described below to identify the effects of Klf9 loss. 

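The PC1 score did not separate the genotypes. Expressed in SD of the 24 scores, klf9-/- minus wildtype was -0.08 at ZT-3, 0.71 at ZT0 and 0.25 at ZT+2.5, and 0.29 within time points (exact permutation test, two-sided, p = 0.49). Leaving the covariate out lowered the number of genes past both thresholds, to 232 higher and 115 lower in klf9-/- at ZT-3, 290 and 183 at ZT0, and 92 and 52 at ZT+2.5.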

PC2 captures 18.24% of the variance in gene expression and revealed a monotonic variation with the time of day that the samples are collected. 

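PC2 took 15.0% of the variance, and 20.5% without scaling to unit variance. In SD of the 24 scores, wildtype samples lay at 1.25 ± 0.26 (mean ± SD, n = 4) at ZT-3, 0.49 ± 0.27 at ZT0 and -0.89 ± 0.066 at ZT+2.5. The klf9-/- samples lay at 0.87 ± 0.19, -0.27 ± 0.21 and -1.46 ± 0.18. Scores fell at each step in both genotypes, by more than the spread between replicates (exact permutation test, 4 against 4, two-sided, p = 0.0286 for each of the 4 steps, the smallest p possible).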

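Among the genes on which 9 relations with the components were computed, fgfr1a (ENSDARG00000011027; fgf1ra in the text) and cry1a (ENSDARG00000045768) were related to PC2. All genes of the 9 relations are the paper's examples, taken from the same samples, and each also enters the components. Their p-values, here and below, do not allow for that choice and are no independent support. For fgfr1a, Pearson's r was 0.95 and Spearman's rho 0.93 (24 samples, permutation p = 1e-05 for both, the smallest p that 100000 permutations give; adjusted p = 4.5e-05). For cry1a they were -0.95 and -0.96, with the same p-values. Without the 2 samples at the extremes of PC2, r was 0.93 and -0.95. Since the groups lie apart on PC2, the relation was also computed after centring on group means, where r was 0.67 for fgfr1a and -0.65 for cry1a. In wildtype, cry1a rose from 25.4 CPM at ZT-3 to 69.8 at ZT0 and 171 at ZT+2.5, a log2 fold change of 2.79 (SE 0.071, n = 4, adjusted p = 1.7e-18) from the earliest to the latest time point, whereas fgfr1a fell by 0.29 (SE 0.041, adjusted p = 1.3e-05). Without scaling to unit variance, r was 0.79 for fgfr1a and -0.75 for cry1a.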

Genes whose expression variance correlated with this PC (Supplementary Table S4) included *fgf1ra* (positively correlated) and the circadian regulator *cry1a* (negatively correlated) (Fig. 1b, Supplementary Fig. S4). 

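On PC2, klf9-/- minus wildtype was -0.39 at ZT-3, -0.77 at ZT0 and -0.56 at ZT+2.5 (SD of the 24 scores; exact permutation test, 4 against 4, two-sided, p = 0.0286 each, the smallest possible). Within time points, the difference was -0.57 (exact permutation p = 5.8e-06, the smallest possible). The difference at ZT0 exceeded the mean of the other two by -0.29 (permutation p = 0.095). These differences depended on the values entering the components and on single samples. From log2 CPM they were -0.14, 0.17 and -0.34, and without wildtype replicate 4 of ZT-3 the difference at ZT-3 was 0.07. Without klf9-/- replicate 2 of ZT+2.5, the difference within time points was -0.26 (exact permutation p = 0.062).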

Notably, compared to wildtype, *klf9*^−/−^ variance along PC2 was consistently displaced toward the negative pole, an effect that is most pronounced at ZT0. 

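PC3 took 11.4% of the variance. Its scores were higher in klf9-/- by 1.86 at ZT-3, 1.65 at ZT0 and 1.66 at ZT+2.5 (SD of the 24 scores; exact permutation test, two-sided, p = 0.0286 each, the smallest possible), and by 1.72 within time points (exact permutation p = 5.8e-06). Leaving out any 1 sample gave 1.57 to 1.88. Group means ran from 0.52 ± 0.64 to 1.23 ± 0.51 (mean ± SD, n = 4) in klf9-/- and from -1.13 ± 0.44 to -0.63 ± 0.27 in wildtype.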

PC3 captures 12.73% of the variance and correlates with the presence or absence of Klf9 (Fig. 1a). Genes whose expression variance correlated with this PC (Supplementary Table S4) included *thy1* (positively correlated) and *hmgrca* (negatively correlated) (Fig. 1b, Supplementary Fig. S4). 

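For thy1 (ENSDARG00000035018), which lies within 5 Mb of klf9, with 84 tested genes between them, Pearson's r with PC3 was 0.65 and Spearman's rho 0.61 (permutation p = 9e-04 and 0.0021, adjusted p = 0.0012). For hmgcra (ENSDARG00000052734; hmgrca in the text), r was -0.76 and rho -0.77 (permutation p = 4e-05 and 6e-05, adjusted p = 9e-05). Without the 2 extreme samples, r was 0.56 and -0.73. After centring on group means, r was 0.05 for thy1 and 0.10 for hmgcra, so both relations rested on the difference between the genotypes.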

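PC4 took 7.34% of the variance. Its scores were -1.17 ± 0.74 (mean ± SD, n = 4) in wildtype and -1.14 ± 0.19 in klf9-/- at ZT0, against group means of 0.38 to 0.77 at ZT-3 and ZT+2.5. Within genotypes, ZT0 minus the other time points was -1.74 SD (exact permutation test, two-sided, p = 8.2e-06). ZT+2.5 minus ZT-3 was -0.11 in wildtype and -0.10 in klf9-/- (exact permutation p = 0.89 and 0.80). The fourth component depended on a single sample. Without wildtype replicate 1 of ZT0, ZT0 minus the other time points was -0.01 (exact permutation p = 0.98). Only 4 components were computed, so whether the separation of ZT0 was then lost or moved to a later component was not tested.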

PC4 captures 8.4% of the variance and reveals a distinct expression pattern that segregates samples collected at ZT0 (onset of light in the incubator) from those collected at ZT−3 and ZT+2.5. Genes whose expression variance correlated with this PC (Supplementary Table S4) included *cry4* (positively correlated) and *fkbp5* (negatively correlated) (Fig. 1b, Supplementary Fig. S4).

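For cry4 (ENSDARG00000011890), Pearson's r with PC4 was 0.77 and Spearman's rho 0.67 (permutation p = 2e-05 and 3.8e-04, adjusted p = 6e-05). For fkbp5 (ENSDARG00000028396), r was -0.69 and rho -0.66 (permutation p = 2.1e-04 and 7e-04, adjusted p = 3.2e-04). Without the 2 extreme samples, r was 0.75 and -0.62, and after centring on group means 0.55 and -0.09. With the components recomputed without wildtype replicate 1 of ZT0, r fell to 0.07 for cry4 and -0.13 for fkbp5. In wildtype, cry4 measured 12.8 ± 2.18 CPM (mean ± SD, n = 4) at ZT-3, 9.97 ± 1.62 at ZT0 and 13.8 ± 0.862 at ZT+2.5. Transcripts of fkbp5 went the other way, with 70.4 ± 16.4, 154 ± 24.9 and 52.0 ± 25.5 CPM, and their log2 rise from ZT-3 to ZT0 was 1.07 in wildtype (SE 0.37, adjusted p = 0.092) and 1.15 in klf9-/- (adjusted p = 0.046).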

**Figure 1:**
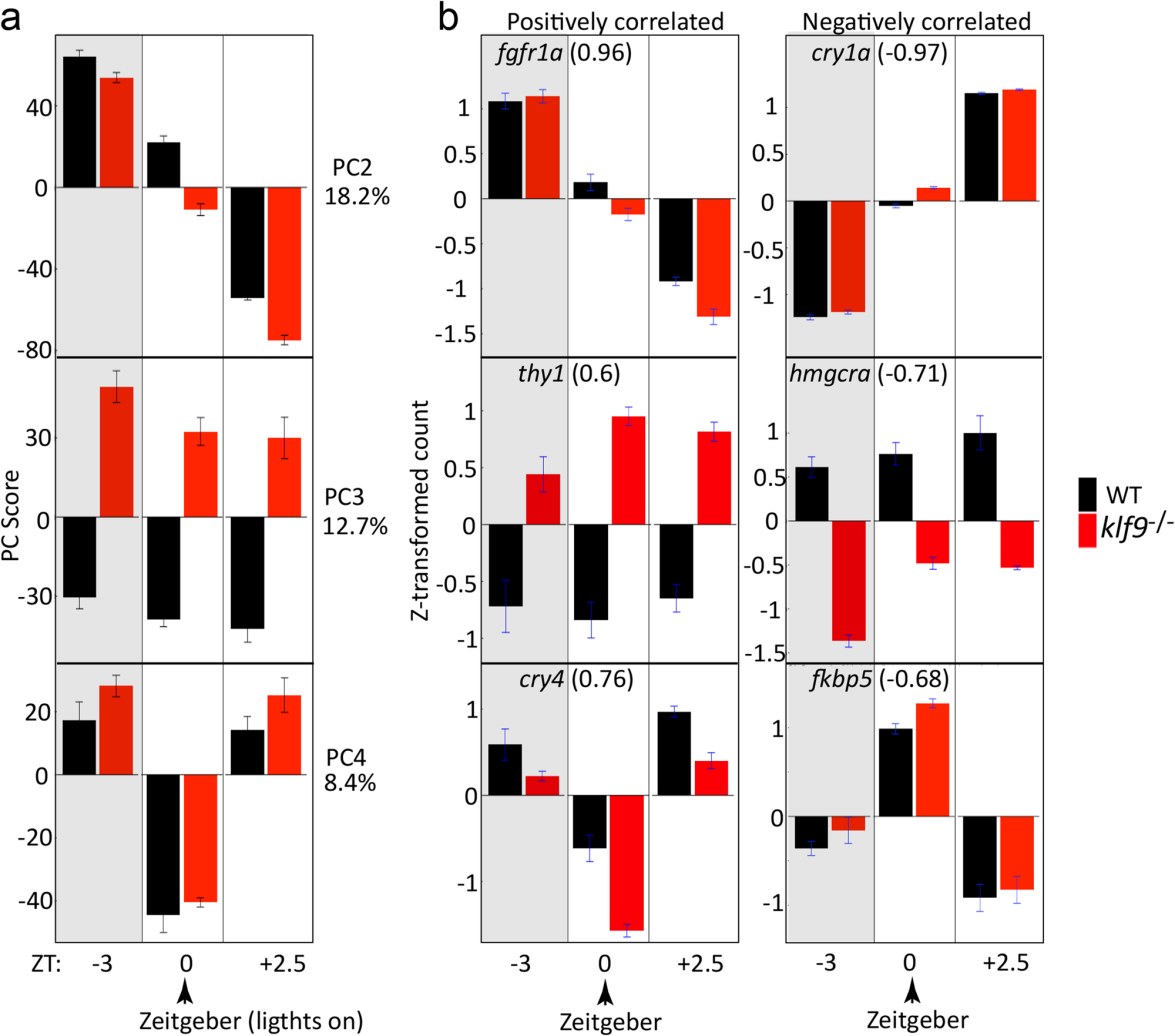
Principal Component Analysis reveals the effects of time of day, genotype, and Zeitgeber on variance between RNA-seq samples. (**a**) Average variance in expression values (y-axis) along PCs 2–4, with respect to time of day (x-axis) and genotype (red and black bars). Error bars are the SEM for the four biological replicates. PC1 was determined to be a likely technical artifact (Supplemental Figs. S1–3). (**b**) Example genes whose expression variance was positively or negatively correlated with PCs 2–4. The Pearson correlation coefficient of the gene’s expression variance with the PC is shown in parentheses.

### Loss of Klf9 function has both time-of-day independent and time-of-day dependent effects on gene expression

Differential gene expression (DESeq2) analysis was performed to specifically assess how loss of Klf9 function affects gene expression, comparing wildtype and *klf9*^−/−^ mutant samples both for the overall experiment (all time points combined) and independently at each time point (Supplementary Table S5). This analysis confirms that loss of Klf9 function affects a subset of genes irrespective of time of day (as also indicated by PC3, Fig. 1a) and suggests as well that some genes are affected by the mutation only at specific times of day (Fig. 2a; Supplementary Table S6). 

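Transcripts of klf9 itself (ENSDARG00000068194) were lower in the mutants: 16.4 ± 4.01 against 49.8 ± 12.3 CPM in wildtype at ZT-3 (mean ± SD, n = 4), 20.4 ± 2.06 against 64.2 ± 9.71 at ZT0 and 11.8 ± 5.89 against 30.8 ± 10.7 at ZT+2.5. The log2 fold changes were -1.64 (SE 0.20, adjusted p = 0.0078), -1.64 (SE 0.13, adjusted p = 5.8e-04) and -1.40 (SE 0.37, adjusted p = 0.11). Of the 16 pairs of a mutant and a wildtype sample, the mutant was lower in 16, 16 and 15. Without wildtype replicate 1 of ZT+2.5, klf9 at that time was past the adjusted threshold, with a log2 fold change of -0.94 (adjusted p = 0.058). Across all genes, 447 were higher and 214 lower in klf9-/- at ZT-3, 544 and 228 at ZT0, and 377 and 137 at ZT+2.5. Over all time points, with time as a factor, 794 of 23158 tested genes were higher and 343 lower. The fold-change threshold moved these numbers most. Without it they were 1183 and 812, 1722 and 1342, 859 and 647, and 4523 and 3816.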

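At all 3 time points, 139 genes were higher and 55 lower in klf9-/-. Past the thresholds at ZT-3, ZT0 or ZT+2.5 alone were 181, 239 and 133 higher genes and 110, 117 and 47 lower genes. Of the genes past them at a single time point, 80.8% (ZT-3), 82.9% (ZT0) and 80.0% (ZT+2.5) changed in the same direction at both other time points. The difference between time points was tested directly, as an interaction of genotype and time in a fit of all samples. It was past an adjusted p of 0.1 for 4 genes, whereas 1110 had an unadjusted p under 0.05 and chance gives 1157.9. They were matn1 (ENSDARG00000030215, adjusted p = 0.0015), si:dkey-18a10.3 (ENSDARG00000090814, 0.022), pcolceb (ENSDARG00000052057, 0.030) and npas2 (ENSDARG00000016536, 0.073), which lies within 5 Mb of klf9 with 97 tested genes between them. In klf9-/-, matn1 measured 146 ± 31.8, 104 ± 7.75 and 102.5 ± 13.7 CPM at ZT-3, ZT0 and ZT+2.5 (mean ± SD, n = 4), against 67.5 ± 1.05, 116 ± 11.5 and 105 ± 16.6 in wildtype. The fifth smallest p, of abcb5 (ENSDARG00000021787), was 0.15 after adjustment. The contrast of ZT-3 against the mean of the other time points was past an adjusted p of 0.1 for 6 genes. In it, 1338 had an unadjusted p under 0.05, more than the 1157.9 that chance gives. Of the genes past the thresholds at ZT-3 alone, 3 were past the adjusted p for the interaction, against 0 at ZT0 and 0 at ZT+2.5. Leaving out wildtype replicate 4 of ZT-3 left 2 genes with an interaction, and leaving out klf9-/- replicate 1 of ZT+2.5 gave 11. With DESeq2 there were 35, and without PC1 there was 1. From its fits over all time points and at each, and from PC3, the paper concludes that a set of genes depends on Klf9 at any time of day. It proposes that others do so only at specific times. For thy1, hmgcra and per1a, it also reports Nanostring time courses.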

Interestingly, many more genes were found to be upregulated than downregulated in the *klf9*^−/−^ mutants (937 vs. 366), reinforcing previous findings that suggested that Klf9 functions more often as a repressor than as an activator of transcription^27,28^.

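Counting each gene once, 891 were higher and 399 lower in klf9-/- at 1 or more time points. The largest positive changes over all time points were in CR936371.1 (ENSDARG00000094195), with 6.39 ± 1.14 CPM in klf9-/- (mean ± SD, n = 12) and no count in any of the 12 wildtype samples (at least 111.4-fold higher), BX469930.1 (ENSDARG00000092358), with 51.1 ± 7.89 against 0.348 ± 0.0926 CPM, BX510917.1 (ENSDARG00000092739; log2 fold change 6.31), si:dkey-271j15.3 (ENSDARG00000091627; 4.64) and caspbl (ENSDARG00000094433; 4.19). The largest negative changes were in si:dkey-242h9.3 (ENSDARG00000069189), with 1.28 ± 0.551 CPM in wildtype and no count in any of the 12 klf9-/- samples (at least 22.3-fold lower), si:dkey-58f10.12 (ENSDARG00000092680; -4.11), FP245462.1 (ENSDARG00000097001; -3.41), si:ch211-57b15.2 (ENSDARG00000100964; -2.87) and BX890558.1 (ENSDARG00000097000; -2.50). Of the 50 largest changes, 41 were in genes without a gene name. From the excess of upregulated genes, and from earlier reports, the paper proposes that Klf9 acts more often as a repressor than as an activator.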

**Figure 2:**
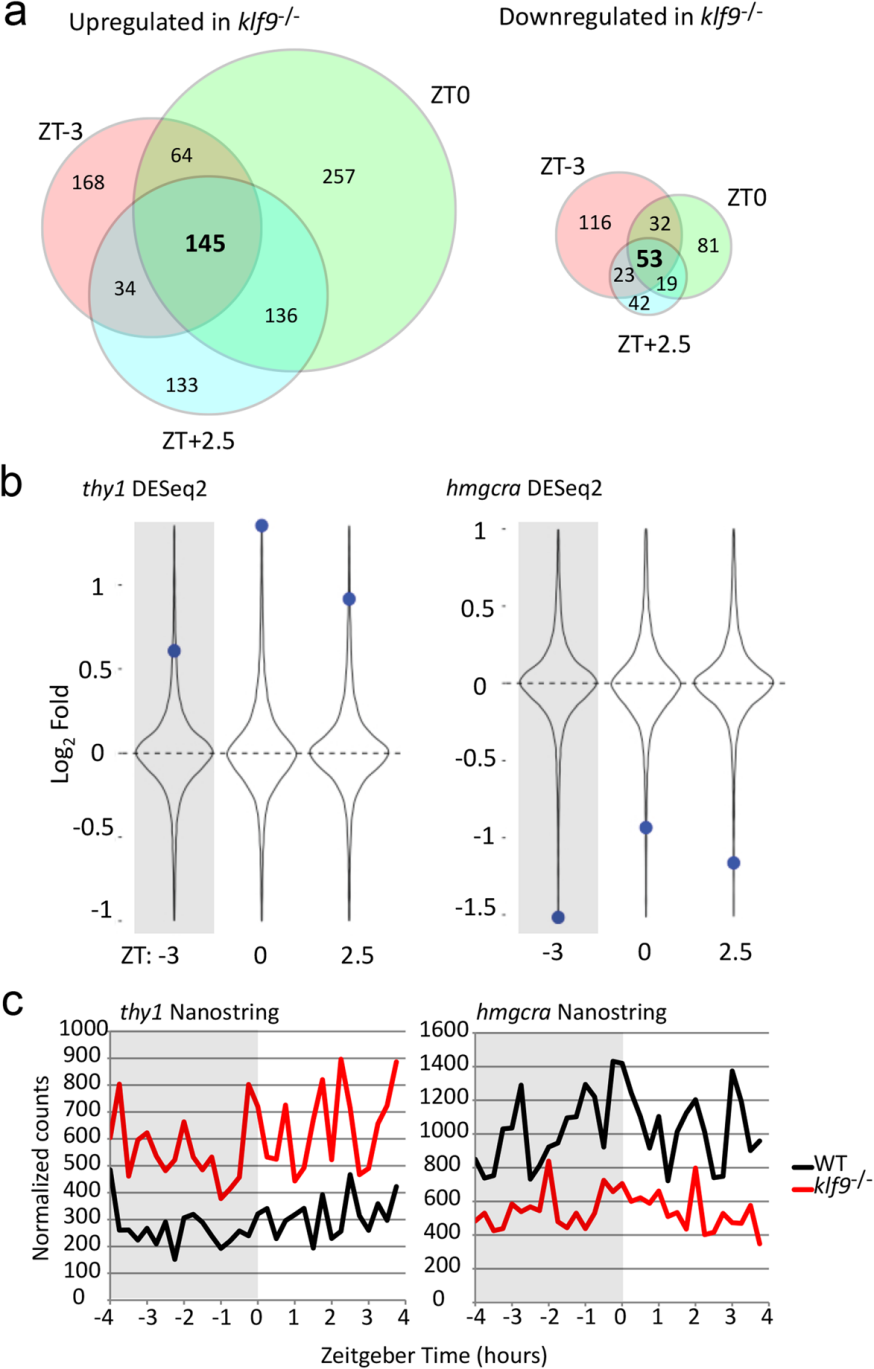
Loss of Klf9 function affects expression of some genes irrespective of time of day. (**a**) Venn diagrams (produced using Venny;^54^) showing numbers of genes found by DESeq2 to be differentially expressed (log_2_FC ≥ 0.5, FDR ≤ 0.1) between *klf9*^*−/−*^ and wildtype larvae at each time point. (**b**) *klf9*^*−/−*^ induced differential expression of *thy1* and *hmgcra* with respect to DESeq2 distribution at each time point. In this and all following figures, the violin plot shows the distribution of values across all measured genes. (**c**) Nanostring analysis of *thy1* and *hmgcra* expression with respect to time over an 8-h time course. Each sample consisted of total RNA pooled from 4–5 larvae collected at the indicated times on 5 dpf (see Gans et al., 2021, ref.^17^).

Gene-ontology term enrichment analysis of gene lists ranked according to either their position on PC3 (Supplementary Table S4) or their ranking by DESeq2 fold-change (Supplementary Table S5) across all time points indicates that Klf9 is critical for regulating genes involved in various aspects of metabolism and the immune system (Supplementary Figs. S5 and S6), consistent with our previous reports^1,17^. Our previous study^1^ found that, compared to wildtype controls, *klf9*^−/−^ mutants overexpress genes associated with the complement system, an effect that was reproduced here, although only a subset of complement genes are overexpressed (Supplementary Fig. S7A, Table S7). 

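For the 12 complement genes of Table S7, the median log2 fold change over all time points was 0.42, with 11 higher and 1 lower in klf9-/-. Tested against all other genes with camera (limma), the list was higher, with an adjusted p of 7.7e-06 over 15 lists. The call held under the rotation test fry (adjusted p = 3.0e-06) but not with a correlation between genes estimated from the data (adjusted p = 0.082). Over all genes tested, 9 of the 12 had an adjusted p of at most 0.1, and adjusted over the list alone also 9. The highest was c3a.6, at 1.01. Without PC1, the median was 0.30.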

We also previously reported that genes associated with sterol biosynthesis (e.g., *hmgcra*) were downregulated in *klf9*^−/−^ mutants, which as noted above was also reproduced here. However, DESeq2 analysis of all genes associated with sterol biosynthesis showed that some are overexpressed in the mutants, indicating that the mutation has complex effects on that biological process (Supplementary Fig. S7B, Table S7). Some of these effects are further elucidated in the single cell mapping described below in the next section.

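With all time points combined, the 22 sterol biosynthesis genes of Table S7 had a median log2 fold change of -0.10 (camera adjusted p = 0.0019; fry adjusted p = 0.0013; with the estimated correlation 0.24), with 6 higher and 16 lower. Past an adjusted p of 0.1 over all genes were 4 higher and 8 lower genes, and adjusted over the list alone 6 and 9. At single time points, the lowest member was hmgcra or cyp51, with cyp51 at -1.08 at ZT0 and -1.20 at ZT+2.5. The highest at ZT0 and ZT+2.5 was faxdc2, at 0.68 and 0.65. From genes that changed in both directions, the paper concludes that the mutation has complex effects on sterol biosynthesis.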

The PCA described above showed that two genes among those most strongly affected by loss of Klf9 function irrespective of time of day were *thy1*, which encodes a widely expressed cell surface protein that mediates cell–cell and cell–matrix signaling interactions that negotiate developmental processes^29^, and *hmgcra*, which encodes the rate-limiting enzyme in cholesterol synthesis^30^ (Fig. 1b)*.* This was confirmed by our DESeq2 analysis (Fig. 2b), and independently by Nanostring analysis of a high-density time course experiment that we reported previously (Fig. 2c).

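Transcripts of thy1, which has 84 tested genes between it and klf9, measured 13.7 ± 4.25, 16.3 ± 2.57 and 15.4 ± 2.39 CPM in klf9-/- at ZT-3, ZT0 and ZT+2.5 (mean ± SD, n = 4), against 8.80 ± 4.95, 7.92 ± 2.43 and 8.57 ± 2.17 in wildtype. The log2 fold changes were 0.65 (SE 0.18, adjusted p = 0.080), 1.24 (SE 0.20, adjusted p = 0.013) and 0.91 (SE 0.17, adjusted p = 0.034). At ZT-3, wildtype replicate 4 lay highest of the wildtype samples, and without it the change was 0.90 (adjusted p = 0.0066). Leaving out any of 6 of the other samples of ZT-3 put the adjusted p above 0.1, up to 0.21 with a change of 0.46 without klf9-/- replicate 4. At ZT+2.5, it was 0.11 without klf9-/- replicate 3. In the fit without PC1, the adjusted p of thy1 was 0.507 at ZT-3 and 0.101 at ZT+2.5, and with PC1 of the 8 samples it was 0.112 at ZT-3. Transcripts of hmgcra, which has 415 tested genes between it and klf9, measured 28.7 ± 5.16, 46.8 ± 8.77 and 45.0 ± 2.45 CPM in klf9-/-, against 82.9 ± 25.3, 88.9 ± 24.5 and 104 ± 44.6 in wildtype. Its log2 fold changes were -1.53 (SE 0.23, adjusted p = 0.017), -0.94 (SE 0.28, adjusted p = 0.11) and -1.16 (SE 0.33, adjusted p = 0.12). It was past the threshold at ZT0 without wildtype replicate 3 of that time (-1.13, adjusted p = 0.024) and at ZT+2.5 without wildtype replicate 1 (-1.44, adjusted p = 0.044).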

Many genes were affected by more than one of the experimental variables, as shown by their loadings on different PCs. An illustrative example is the circadian regulator *per1a*, whose expression variance was highly correlated with PC2 (as expected), but which also showed modest correlation with PCs 3 and 4 (Fig. 3a). 

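For per1a (ENSDARG00000056885), Pearson's r was 0.71 with PC2, 0.38 with PC3 and -0.45 with PC4 (24 samples; permutation p = 1.6e-04, 0.067 and 0.030; adjusted p = 2.9e-04, 0.067 and 0.034). Spearman's rho was 0.47, 0.48 and -0.41 (permutation p = 0.021, 0.019 and 0.047). Without the 2 extreme samples of each component, r was 0.77, 0.30 and -0.41. After centring on group means, it was -0.28, 0.15 and -0.42. With PC4 recomputed without wildtype replicate 1 of ZT0, r was -0.08.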

While the PCA suggested that the *klf9*^−/−^ mutation affects *per1a* expression at all three time points (Fig. 3b), a significant effect was detected by DESeq2 only at ZT-3 (Fig. 3c), although the magnitude of the effect was relatively small (Log2 Fold Change of 0.39). Nevertheless, independent measurements using the Nanostring platform reproduced the effect (Fig. 3d). Thus, although *per1a* was not identified in the DESeq2 results shown in Fig. 2a (owing the stringency of the fold-change and false discovery rate thresholds), the data depicted in Fig. 3, together with the fact that the mammalian homolog *Per1* is known to be a direct regulatory target of Klf9^31^, suggest that its predawn expression is negatively regulated by Klf9. 

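In klf9-/-, per1a measured 76.7 ± 5.05, 78.8 ± 4.04 and 27.7 ± 5.56 CPM at ZT-3, ZT0 and ZT+2.5 (mean ± SD, n = 4), against 58.7 ± 7.05, 66.3 ± 4.71 and 25.8 ± 4.31 in wildtype. The log2 fold changes were 0.39 (SE 0.089, adjusted p = 0.038), 0.18 (SE 0.046, adjusted p = 0.037) and 0.12 (SE 0.17, adjusted p = 0.76). The effect at ZT-3 minus the mean of the other two was 0.21 (SE 0.15, adjusted p = 0.94). At ZT-3, leaving out klf9-/- replicate 1 or 3 gave an adjusted p of 0.12 each, and at ZT0 leaving out klf9-/- replicate 3 or 4 gave 0.12 and 0.15. In the fit of all samples with a shared spread, the adjusted p at ZT0 was 0.26.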

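Other circadian genes had small changes. In klf9-/-, dbpb (ENSDARG00000057652) was higher by 0.32 (log2 fold change, SE 0.071, adjusted p = 0.031) at ZT-3, 0.24 (SE 0.045, adjusted p = 0.012) at ZT0 and 0.23 (SE 0.077, adjusted p = 0.14) at ZT+2.5, where levels fell from 346 ± 16.5 CPM at ZT-3 to 74.0 ± 8.45 at ZT+2.5 (mean ± SD, n = 4) against 280 ± 37.9 to 63.8 ± 4.77 in wildtype. The effect at ZT-3 minus the mean of the other two was 0.076 (adjusted p = 0.98). Without klf9-/- replicate 3 of ZT-3, the adjusted p at ZT-3 was 0.10. For nr1d2a (ENSDARG00000003820), the changes were 0.27, 0.25 and 0.28 (SE 0.24, 0.16 and 0.15; adjusted p = 0.59, 0.39 and 0.39), and at ZT+2.5 the adjusted p was 0.040 without klf9-/- replicate 1. For per3 (ENSDARG00000010519), they were 0.17, 0.26 and 0.15 (adjusted p = 0.18, 0.027 and 0.44), and without klf9-/- replicate 4 of ZT0 the adjusted p at ZT0 was 0.15. For clocka (ENSDARG00000011703), they were -0.05, -0.30 and -0.07 (adjusted p = 0.80, 0.098 and 0.78), and leaving out any of 6 samples of ZT0 put the adjusted p at ZT0 above 0.1. No change was detected in clockb (ENSDARG00000003631) or per2 (ENSDARG00000034503), with adjusted p-values of 0.60 to 0.95 at the 3 time points.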

A similar time-of-day dependent effect was observed for some other circadian genes, including *dbpb*, whose mammalian homolog *Dbp* is a known Klf9 target^14^, and *nr1d2a*, whereas core clock genes such as *clocka*, *clockb*, *per2*, and *per3* were unaffected by the *klf9*^−/−^ mutation (Supplementary Table S5). Consistent with loss of Klf9 having time-of-day specific effects, gene ontology term enrichment analysis of the DESeq2 comparing wildtype and *klf9*^−/−^ larvae at each of the three time points yielded distinct biological processes (Supplementary Figs. S8–S10).

**Figure 3:**
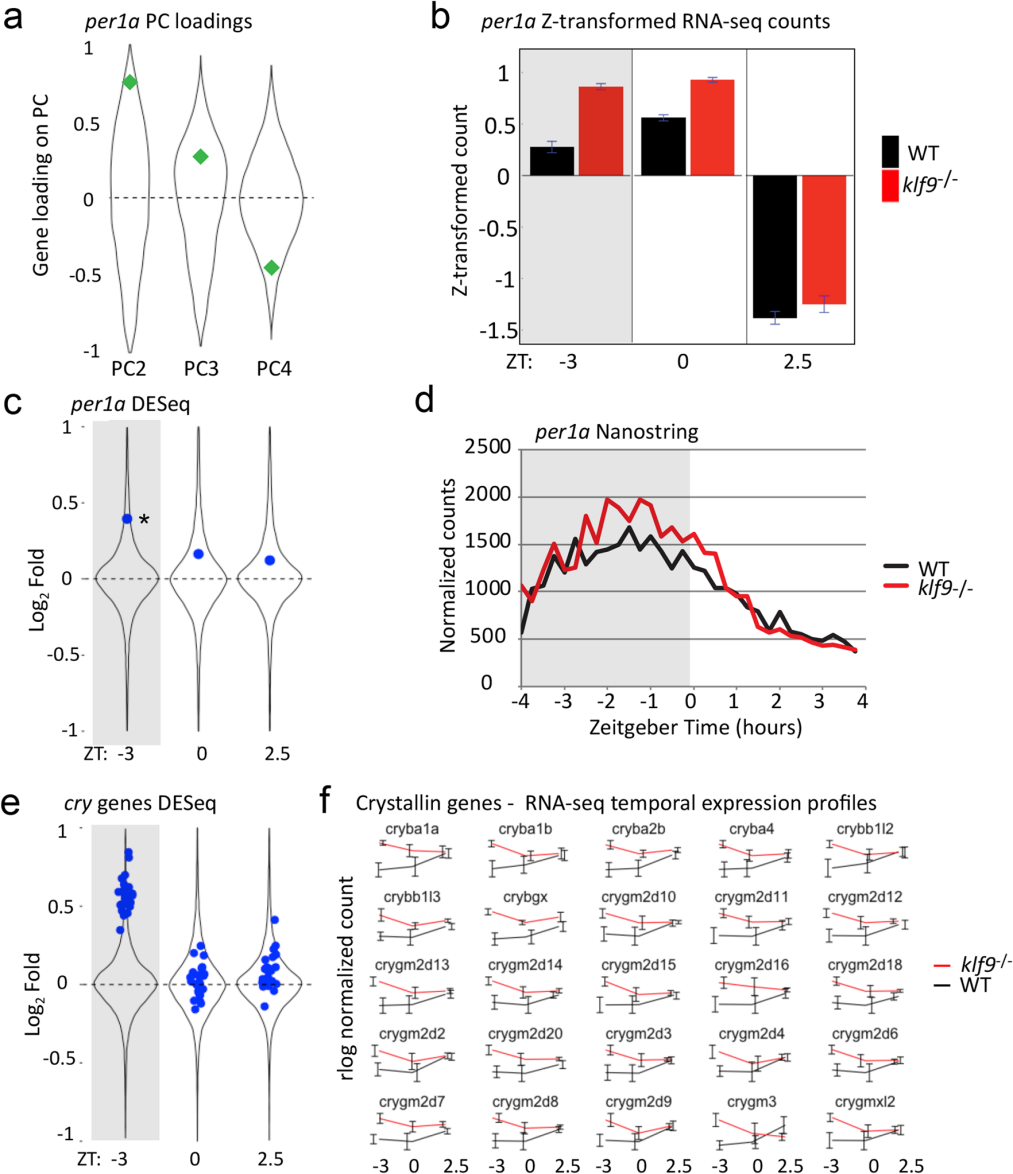
Loss of Klf9 function affects expression of *per1a* and *crystallin* genes only at a specific time of day. (**a**) Correlation of *per1a* expression variance with PCs 2–4. (**b**) Mean normalized expression of *per1a* at each time point in each genotype; error bars indicate the SEM. (**c**) *klf9*^*−/−*^ induced differential expression of *per1a* with respect to the DESeq2 distribution at each time point; *Adjusted *p*-value = 0.0013. (**d**) Nanostring analysis of *per1a* expression with respect to time over an 8-h time course. Each sample consisted of total RNA pooled from 4–5 larvae collected at the indicated times on 5 dpf (see Gans et al., 2021, ref.^17^). (**e**) *klf9*^*−/−*^-induced differential expression of 25 *cry* genes with respect to the distribution of all genes that are differentially expressed between *klf9*^*−/−*^ and WT at each time point. (**f**) Temporal profiles of *cry* gene expression. Error bars are the SEM of the four biological replicates.

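The 25 crystallin genes of the list had a median log2 fold change of 0.54 at ZT-3, from 0.39 (crygm2d2) to 0.77 (crybb1l3), with all 25 higher in klf9-/- (camera adjusted p = 6.4e-15). At ZT0 the median was 0.11 (adjusted p = 0.19) and at ZT+2.5 0.08 (adjusted p = 0.078), with 23 of 25 higher at each. Over the alternative settings, the median at ZT0 ranged over -0.017 to 0.30, and it was 0.30 without PC1 (camera adjusted p = 4.4e-04). Same-numbered samples of the genotypes deviated together at ZT+2.5, before adjustment for PC1, whose scores fell with the number in both genotypes there. With a replicate block, the median there was 0.17 (camera adjusted p = 1.4e-04). The call at ZT-3 held under fry (adjusted p = 0.043) but not with the estimated correlation (adjusted p = 0.11). At ZT-3, 4 of the genes had an adjusted p of at most 0.1 over all genes tested, 3 of them with a log2 fold change of at least 0.5, and 25 adjusted over the list alone. In the authors' deposited tables, 10 had such an adjusted p at ZT-3, 8 of them past both thresholds, against 0 at ZT0 and 1 at ZT+2.5. Over all time points, all 25 were higher here, 15 with an adjusted p of at most 0.1, against 19 in the deposited table. The median at ZT-3 was 0.40 without wildtype replicate 2 and 0.70 without wildtype replicate 4. The effect at ZT-3 minus the mean of the other two had a median of 0.41. With all 16 lists tested in this contrast, a choice made after the data were seen, its camera adjusted p was 3.7e-13 and its fry adjusted p 0.69.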

The DESeq2 analysis also revealed that genes encoding Crystallin proteins involved in the formation of the optic lens are differentially expressed in *klf9*^−/−^ mutants at only one of the three time points (ZT−3, Fig. 3e). 

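In wildtype, the summed counts of the 25 crystallin genes were 6464 ± 1524 CPM (mean ± SD, n = 4) at ZT-3, 6512 ± 1884 at ZT0 and 7780 ± 979 at ZT+2.5. From ZT-3 to ZT0, the median log2 change of the genes was 0.04 with PC1 as a covariate and -0.002 without it, where 13 of 25 fell. From ZT-3 to ZT+2.5 it was 0.31, and all 25 rose.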

In wildtype zebrafish, expression of those genes is low at ZT−3 and ZT0, then increases by ZT+2.5 (Fig. 3f). In contrast, in *klf9*^−/−^ mutants the genes are most highly expressed at ZT−3, after which their expression declines, converging on wildtype levels at ZT0 and ZT+2.5 (Fig. 3f, Supplementary Fig. S11).

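In klf9-/-, the summed counts were 9432 ± 1232 CPM (mean ± SD, n = 4) at ZT-3, 7935 ± 1478 at ZT0 and 8109 ± 769 at ZT+2.5. The median log2 change of the genes was -0.25 from ZT-3 to ZT0 and -0.20 from ZT-3 to ZT+2.5, with all 25 lower in each. The log2 difference of the summed counts, klf9-/- minus wildtype, was 0.57 at ZT-3 (exact permutation test, 4 against 4, two-sided, p = 0.0286, the smallest possible), 0.31 at ZT0 (exact permutation p = 0.26) and 0.064 at ZT+2.5 (exact permutation p = 0.63).

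**Figure D2:**
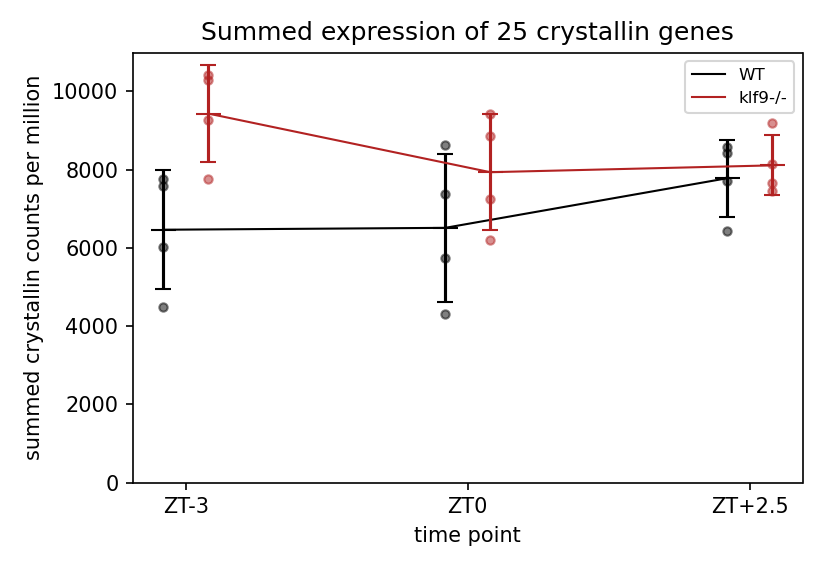
Summed CPM of the 25 crystallin genes in each of the 24 samples, by genotype and time point. At ZT-3 the klf9-/- mean was 9432 and the wildtype mean 6464, and the groups overlapped at ZT0 and ZT+2.5.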

### Klf9-dependent gene expression is associated with specific cell types

To associate the effects of the *klf9*^−/−^ mutation with specific cell and tissue types we used the single-cell atlas of zebrafish development published by Farnsworth et al.^26^, as described in the Methods. Assuming that loss of Klf9 does not produce significant ectopic expression of genes used to identify cell types (an assumption that remains to be tested, e.g., by in situ hybridization), two single-cell clusters annotated as liver are significantly overrepresented in the mutants, as are other endodermal derivatives involved in digestion (intestine and pancreas; Fig. 4). In contrast, clusters representing differentiating neurons, thymus, and hematopoietic cells are underrepresented in the mutants (Fig. 4). 

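The cell clusters of the atlas are not among the values analysed here, so lists of marker genes stood in for tissues. In the fit over all time points, all 14 liver genes were higher in klf9-/-, with a median log2 fold change of 0.54 (camera adjusted p = 2.1e-09, fry adjusted p = 2.8e-05, estimated correlation 0.17). The 15 exocrine pancreas genes had a median of 0.80 (3.0e-12, 5.0e-05 and 0.17), from pdia2 at 0.53 to cpa1 at 1.38. The 11 intestine genes had a median of 0.32 (0.0019, 0.0025 and 0.36), from cdx1b at -0.11 to apoa4a at 0.76. Over all genes tested, 12, 15 and 6 of them had an adjusted p of at most 0.1. The 6 endocrine pancreas genes had a median of 0.15 (camera adjusted p = 0.60), with 4 higher. Without PC1, the medians were 0.41 for liver, 0.67 for exocrine pancreas and 0.26 for intestine, whose adjusted p was then 0.082.

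**Figure D3:**
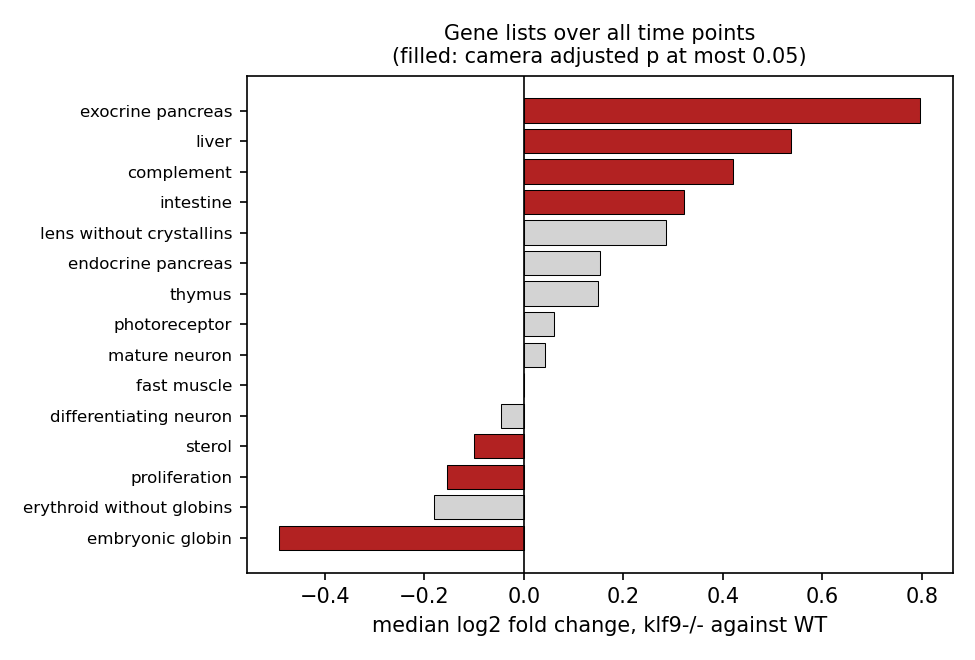
Median log2 fold change, klf9-/- against wildtype over all time points, of each marker list and of the complement and sterol lists. Each bar is the median of 1 list, coloured by its camera adjusted p, and single genes are not drawn. The exocrine pancreas list had the highest median, 0.80, and the embryonic globin list the lowest, -0.49.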

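Of 12 genes marking differentiating neurons, 10 were lower in klf9-/- and 3 of them past an adjusted p of 0.1, with a median log2 fold change of -0.05 (camera adjusted p = 0.14, fry adjusted p = 0.047). For 10 mature neuron genes, the median was 0.04 (camera adjusted p = 0.39). All 12 proliferation genes were lower, with a median of -0.15 (camera adjusted p = 7.5e-04, fry adjusted p = 0.0025) and 11 past an adjusted p of 0.1. The 8 tested thymus genes had a median of 0.15, with 6 higher and 4 of these past an adjusted p of 0.1 (camera adjusted p = 0.21, fry adjusted p = 2.6e-05), from foxn1 at -0.11 to rag1 at 0.57. For hematopoietic cells, all 8 tested embryonic globin genes were lower, with a median of -0.49 (camera adjusted p = 5.9e-09, fry adjusted p = 9.1e-06) and 7 past an adjusted p of 0.1, the lowest being hbae5 at -2.16. The 10 other erythroid genes had a median of -0.18 (camera adjusted p = 0.14, fry adjusted p = 0.047), from alas2 at -0.71 to blvrb at 1.77.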

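Averaged over the complement genes, log2 CPM in klf9-/- was 3.67 ± 0.36 at ZT-3, 3.82 ± 0.28 at ZT0 and 3.79 ± 0.30 at ZT+2.5 (mean ± SD, n = 4), against 3.32 ± 0.37, 3.59 ± 0.23 and 3.36 ± 0.57 in wildtype, before adjustment for PC1. The genes loaded negatively on PC1, with a median of -0.65, as the liver genes did.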

As might be expected, increased expression of complement cascade genes in *klf9*^*−/−*^ mutants^1^ maps to liver cells (Supplementary Table S3). In addition to identifying specific clusters that were overall either over- or under-represented in *klf9*^*−*/*−*^ mutants compared to wildtype, this analysis indicated that numerous genes within each cluster (including clusters whose average representation did not change) were differentially expressed in the mutants. 

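In all 24 samples together, the log2 fold change of hmgcra was -1.22 (SE 0.17, n = 12, adjusted p = 1.7e-05) and that of thy1, with 84 tested genes between it and klf9, was 0.95 (SE 0.14, n = 12, adjusted p = 2.8e-05).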

Examples are *hmgcra*, which as noted above is significantly downregulated in *klf9*^*−*/*−*^ mutants but specifically associated with the liver (hepatocyte) cluster that overall is overrepresented, and *thy1*, which is significantly upregulated in *klf9*^*−*/*−*^ mutants but associated with four clusters (epidermis, integument ionocyte, leukocyte, and spleen mesoderm) that do not change in overall representation (Fig. 4).

**Figure 4:**
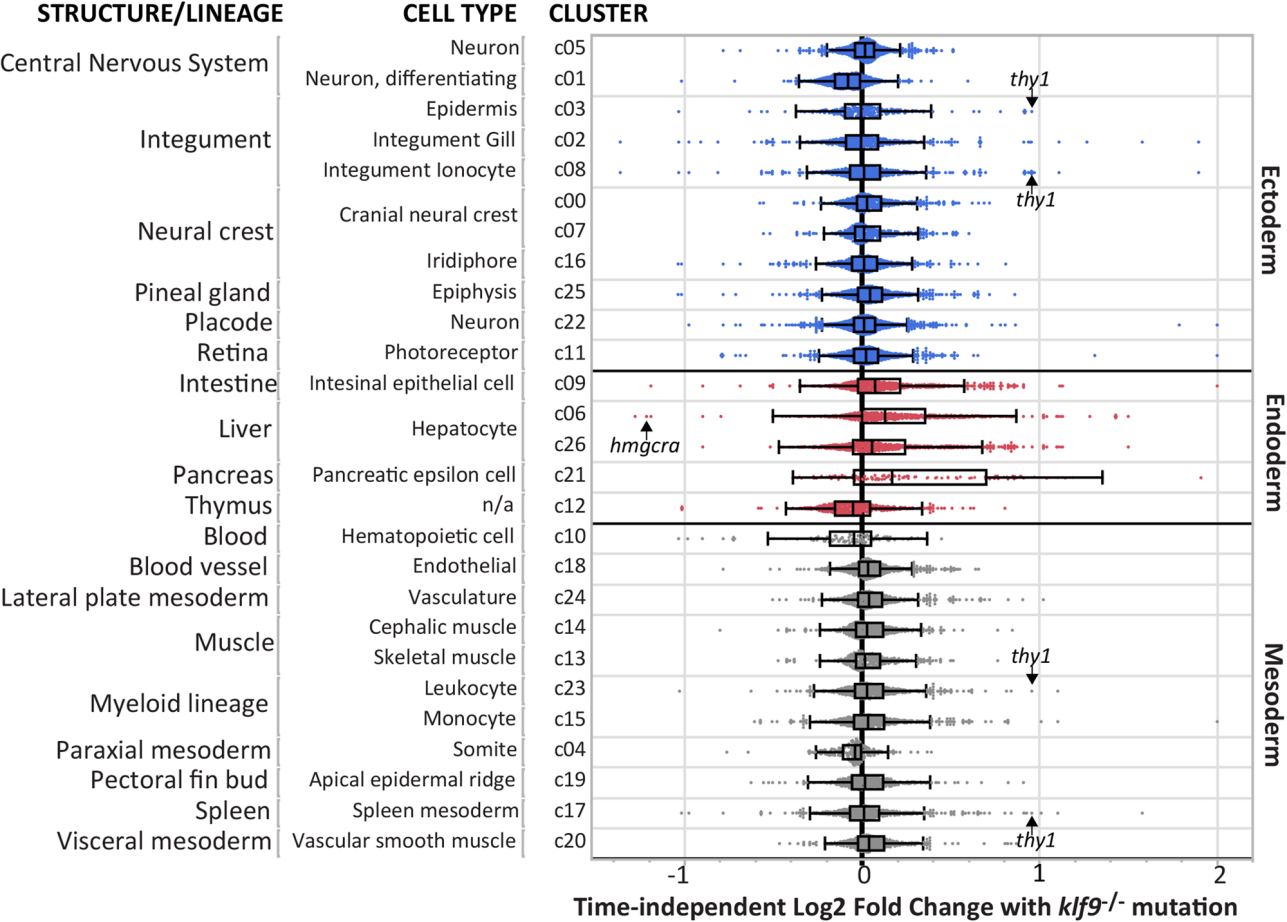
Effect of the *klf9*^*−/−*^ mutation mapped onto different cell types identified in the single cell atlas of zebrafish development. Differentially expressed genes were mapped to cell clusters identified in the atlas of Farnsworth et al. (ref.^26^) and annotated as described in the text (see Supplemental Materials, Table S3). Each differentially expressed gene is represented as a dot within the cluster. The locations of *hmgcra* (downregulated in *klf9*^*−/−*^ mutants) and *thy1* (upregulated in *klf9*^*−/−*^ mutants) are shown.

### Klf9^−/−^ mutants develop enlarged livers

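Averaged over the liver genes, log2 CPM in klf9-/- was 7.38 ± 0.30, 7.67 ± 0.14 and 7.69 ± 0.19 at ZT-3, ZT0 and ZT+2.5 (mean ± SD, n = 4), against 6.95 ± 0.35, 7.21 ± 0.16 and 7.09 ± 0.60 in wildtype. The largest change over all time points was in cp, at 1.01, and the smallest in rbp4, at 0.07.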

The observation that *klf9*^*−*/*−*^ mutants overexpress many genes associated with liver suggests that the mutants may have more total RNA within liver cells (e.g., via hepatocyte hypertrophy), or that they have more liver cells, or both. Either scenario would be expected to manifest as enlarged livers in *klf9*^*−*/*−*^ mutants compared to wildtype controls. To determine how the *klf9*^*−*/*−*^ mutant affects liver size we stained fixed 5 dpf larvae with fluorescent streptavidin, which labels liver, intestinal epithelium, and yolk^32^, and imaged the stained larvae confocally. Since the livers can be distinguished morphologically from the other stained structures, this allowed us to estimate liver volumes in images of the liver surface reconstructed from confocal z-stacks (Fig. 5a). The *klf9*^*−*/*−*^ mutants were found to have significantly larger livers than WT (Fig. 5b and Supplementary Fig. S12), confirming that the increased liver gene expression observed in the mutants is at least in part due to increased number and/or size of liver cells (hepatocytes and/or Kupffer cells). Further work (e.g., using DAPI staining of nuclei) is needed to determine whether hypertrophy or hyperplasia (or both) account for the liver overgrowth in *klf9*^*−*/*−*^ mutants.

**Figure 5:**
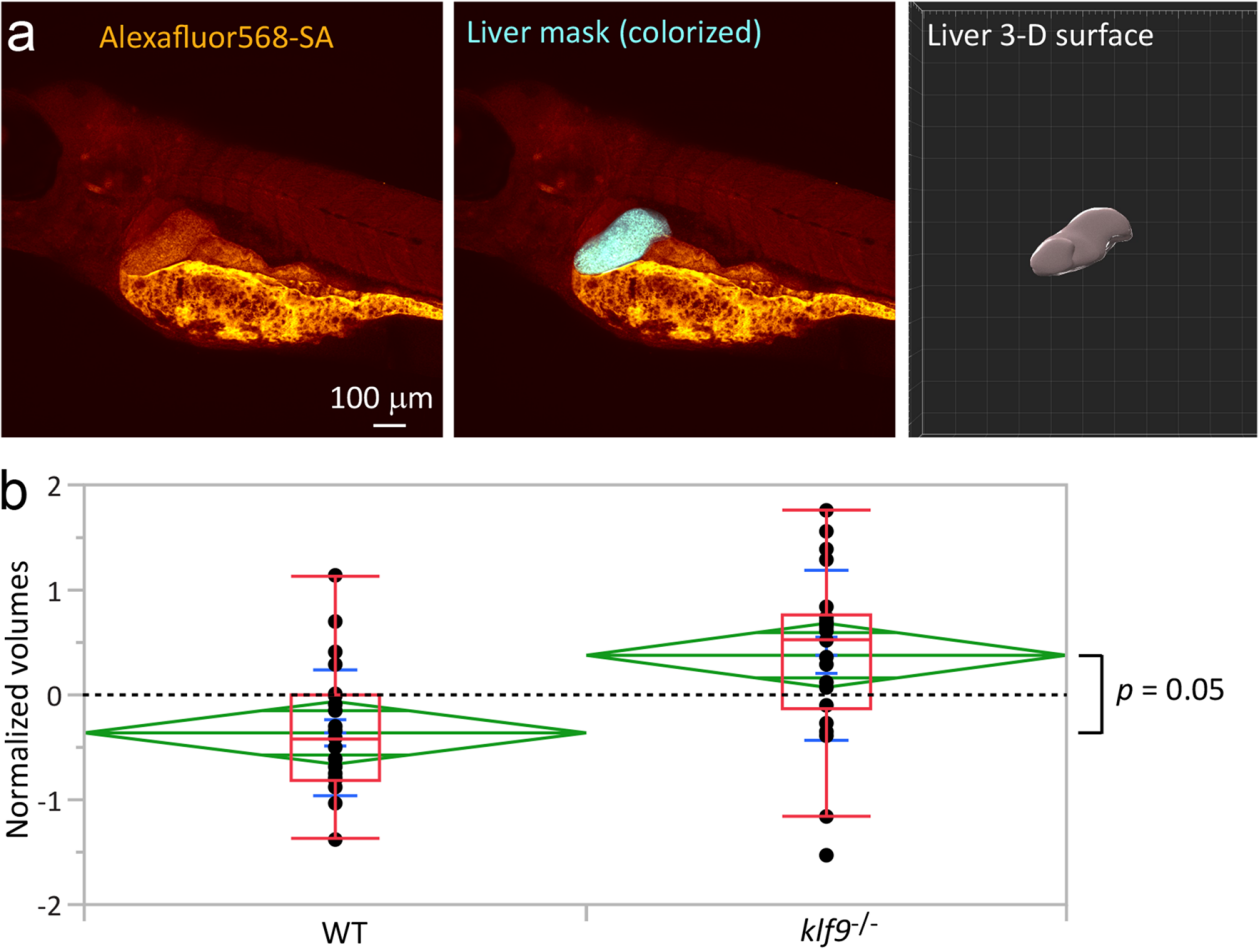
Klf9^*−/−*^ mutants have larger livers than wildtype larvae. (**a**) Image of Alexafluor568-Streptavadin-stained larva showing how the liver was located and segmented to create a 3-D surface for estimating its volume in Imaris. (**b**) Measurements of liver volumes, combined from separate analyses performed blind by two different individuals. The two sets of measurements differed slightly but systematically, so were brought into register by mean-centering all measurements taken by each experimenter before integrating their data (see Methods and Supplemental Fig. S8). This allowed each individual measurement to be plotted as a quantity relative to the average (“0” on the y-axis). The green diamonds show the 95% confidence interval of the mean, which is indicated by the central horizontal green line; the other two horizontal green lines delimit the region within which the two means are not significantly different. Significance was calculated by t-test.

## Discussion

RNA-seq is commonly used to comprehensively assess changing patterns in gene activity associated with development and/or physiology under different genetic and/or environmental conditions. Originally the technique was applied to whole tissues, organs, or organisms (“bulk” RNA-seq), but more recently single-cell RNA-seq (scRNA-seq) methods have allowed investigators to assess effects of experimental variables on specific cells and thus the overall effect on different cell populations. A limitation of scRNA-seq compared to bulk RNA-seq is that the depth of sequencing is much lower, and thus less sensitive to subtle transcriptomic effects. Recently methods have been developed that allow bulk RNA-seq results to be mapped to cell types resolved in scRNA-seq atlases^33–35^, increasing the cell/tissue-specific resolution of the bulk RNA-seq. The analyses described here interrogated bulk RNA-seq data to infer functions of the ubiquitously expressed, stress-responsive transcription factor Klf9 in zebrafish, via two objectives: (1) given our recent finding that *klf9* expression oscillates diurnally^17^, we sought to determine the extent to which the transcriptomic effects observed in our *klf9*^*−*/*−*^ mutant depend on the time of day the samples were obtained; and (2) given the availability of a recently published single cell atlas of zebrafish development^26^, we sought to map the transcriptomic effects of the *klf9*^*−*/*−*^ mutation to specific cell types.

We began by using Principal Component (PC) analysis to parse the variance in the bulk RNA-seq data irrespective of the experimental design variables, an unbiased approach that allows the variance to be correlated with those variables and other experimental metadata post hoc. Based on previous results (unpublished, manuscript in preparation) indicating that the acute stress of sample collection can introduce a stress-response gene expression signature, we took great care in this experiment to eliminate acute stress as a variable between serially collected biological replicates (see "Methods"). Despite this, we found that the largest source of variance in the data (PC1) was between biological replicates *within* each experimental condition (Supplementary Fig. S2). In follow-up qRT-PCR and Nanostring experiments designed to determine whether inter-replicate variance was biological and/or reproducible, we found that while it was replicated by the column purification method that was used for the RNA-seq, it was largely eliminated when the RNA was purified using the Trizol method (Supplementary Fig. S3 and data not shown). Subsequent experiments revealed that the variance was introduced by the variable time that each sample was incubated on ice in RLT+ buffer, which we had not temporally controlled (unlike the incubation in Trizol). We found that when the incubation time in RLT+ buffer was controlled prior to column purification, the variance decreased (data not shown). We conclude that the experimental protocol and technique used to prepare the RNA for sequencing requires careful attention to detail, as does the recording of metadata associated therewith, as variables that may seem innocuous can introduce significant systematic variance between replicate samples. Despite this unforeseen technical variation, we were able to subtract the noise that it introduced by using PC1 as a covariate in the subsequent analyses (see "Methods"). The next three largest sources of variance (captured in PCs 2–4) were biological, correlating with time of day, genotype (*klf9*^−/−^ mutant vs. wildtype), and Zeitgeber (the onset of the light phase in the incubator) (Fig. 1). As we were specifically interested in understanding Klf9 function, we focused mainly on PC3, representing variance in the gene expression driven by the *klf9*^−/−^ mutation. It is important to note however that the *klf9*^−/−^ mutation also affected the variance captured in PCs 2 and 4 (time of day and Zeitgeber, respectively), as shown by the consistent differences in *klf9*^−/−^ and WT seen along those PCs (Fig. 1). This suggests that genes whose expression varies with time of day and/or responds to the Zeitgeber are also affected by the *klf9* null mutation, albeit to a smaller degree.

Two genes that segregated strongly to opposite poles of PC3 were *thy1* and *hmgcra* (Fig. 2). Thy1 (CD90), a cell surface protein expressed in multiple cell types, functions as a signaling scaffold to negotiate microenvironmental cell–cell and cell–matrix interactions during development^29^. HMGCR (HMG-CoA Reductase) is the rate-limiting enzyme in cholesterol biosynthesis^30^. While the biological significance of *thy1* upregulation and *hmgcra* downregulation in *klf9*^−/−^ mutants is not clear, we can surmise that it may relate to Klf9 function in regulating development. In various contexts, Klf9 has been shown to be important for terminal cell differentiation and concomitant cessation of cell proliferation, a role that is consistent with studies that indicate that it often functions as a tumor suppressor^28,36–38^. Thus, one might expect *klf9*^−/−^ mutants to show signs of underdevelopment such as impeded cell differentiation, and perhaps also loss of growth regulation. Indeed, the results of the single cell integration analysis (Fig. 4) provide indications of both, albeit in different tissues: impeded differentiation in *klf9*^-/-^ mutants is suggested by lower representation of genes associated with ectodermal and mesodermal derivatives dedicated to environmental interaction (differentiating neurons and blood), whereas loss of growth regulation is suggested by higher representation of genes associated with endodermal derivatives dedicated to metabolism (liver, intestinal epithelium, pancreas) (Fig. 4). The observed underrepresentation of hematopoietic cells in *klf9*^-/-^ mutants is consistent with a previous report showing that Klf9 promotes hematopoiesis during zebrafish development^2^. Moreover, the overexpression of *thy1*, a marker of lineage immaturity^39,40^ associated with multiple cell types (Fig. 4) is consistent with impeded lineage maturation. Altogether then, it is reasonable to hypothesize that gene expression effects that manifest independent of time of day are at least in part reflective of impeded development in the mutants. Further analyses are ongoing to characterize the developmental effects of the *klf9*^−/−^ mutation and will be the subject of future reports.

In the case of the liver, the hypothesis that the increased representation in *klf9*^−/−^ mutants of genes associated with that organ is due to its overgrowth is supported by measurements obtained of the volumes of fluorescently stained and confocally imaged livers (Fig. 5). While Klf9 has long been known to play important roles in liver physiology and pathogenesis^3,13,38^, to our knowledge this is the first report of it playing a role in regulation of liver growth during development. In future work it will be important to determine whether overgrowth of livers in *klf9*^−/−^ mutants is due to hepatocyte hyperplasia, hypertrophy, or both. In this regard it is interesting that *hmgcra* is significantly downregulated in *klf9*^−/−^ mutants, as it encodes a liver enzyme and is specifically associated with hepatocytes in the single cell analysis. This suggests that even though *klf9*^−/−^ develop enlarged livers, the hepatocytes are physiologically abnormal, which given the discussion above may reflect immaturity. Since many of the genes regulated by Klf9 encode regulators of energy metabolism and redox homeostasis^4,12,13,17^, it is tempting to speculate that some of the developmental effects of the *klf9*^−/−^ mutation are indirect consequences of altered metabolism, which resonates with the emerging appreciation of the old idea that metabolism plays critical roles in directing development, often via redox signaling^41,42^.

In addition to the time-of-day independent effects, our analysis revealed effects of the *klf9*^−/−^ mutation that were only apparent at a specific time of day. The affected genes included the circadian regulator *per1a*, the mammalian homolog of which is a known Klf9 (and GR) target^31^. The fact that *per1a* is overexpressed in *klf9*^−/−^ mutants only at the predawn timepoint may simply reflect that that is its normal expression peak, which coincides with that of *klf9*^17^. Notably however, *klf9*^−/−^ mutants also overexpress a battery of genes encoding Crystallin proteins (*cry* genes) at ZT−3 but not ZT0 and ZT+2.5 (Fig. 3). In wild-type larvae *cry* gene expression is low at the pre-dawn time points, then increases after the lights come on, whereas the opposite dynamic is observed for these genes in *klf9*^−/−^ mutants (Fig. 3b). In rodents, *Cry* gene expression is regulated by both light and the circadian clock^43^. Given that Klf9 often functions as a repressor and has been implicated in circadian regulation^14,15,27,28,44^, our data suggest that it may function as a repressor to enforce lower nocturnal *cry* gene activity. Further work examining the *cis*-regulatory systems controlling *cry* gene expression is needed to test this. Altogether, the observation that loss of *klf9* function affects the expression of these genes at a specific time of day corresponding to peak *klf9* expression is consistent with a physiological role for Klf9 in controlling transcriptional responsivity to cues associated with biological rhythms generated by the internal circadian clock and/or external Zeitgebers. A physiological (as opposed to developmental) role for Klf9 is also suggested by the fact that many genes were either over- or under-expressed in specific cell or tissue types that were not on the whole over- or under-represented in the *klf9*^−/−^ mutants (Fig. 5).

Interestingly, a transcriptomic response to the Zeitgeber is captured in PC4 of our analysis (Fig. 1). It is not unexpected that the transcriptome would respond in a concerted way to the onset of light (or any other Zeitgeber). That the response is indeed to the onset of light is suggested by the strong correlation of PC4 with the expression of *cry4* (Fig. 1b), which encodes a light-responsive cryptochrome protein^45,46^. Surprisingly, a gene whose expression variance is negatively correlated with PC4 is *fkbp5* (Fig. 1b), a well-known target and negative feedback regulator of the GR that we recently showed to also be negatively regulated by Klf9^17^. 

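In klf9-/-, fkbp5 measured 83.4 ± 32.3, 182 ± 26.4 and 54.6 ± 22.3 CPM at ZT-3, ZT0 and ZT+2.5 (mean ± SD, n = 4). The log2 fold changes against wildtype were 0.17 (SE 0.30), 0.13 (SE 0.12) and 0.05 (SE 0.49), with adjusted p-values of 0.81, 0.57 and 0.97, and over all time points 0.19 (SE 0.20, adjusted p = 0.51). None exceeded the spread between replicates. The sign at ZT-3 changed without wildtype replicate 4 (-0.04), and at ZT+2.5 without any of 4 of the 8 samples, to at lowest -0.20 without wildtype replicate 4.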

Notably, the analysis reported here did not detect a significant effect of the *klf9*^−/−^ mutation on *fkbp5* expression, although the positive shift in *fkbp5* position along PC4 in the mutants (Fig. 1b) is consistent with our previous results. We interpret this apparent discrepancy as reflecting the lack of temporal resolution in the present study compared to that of our previous analysis, which used high-density sampling (every 15 min) over an 8-h time course (as shown here for *thy1*, *hmgcra*, and *per1a* in Figs. 2 and 3). In any case, the fact that variance in *fkbp5* expression is most strongly (negatively) correlated with PC4 suggests that its temporal dynamic is entrained by the Zeitgeber. Given our previous results^17^, Klf9 may contribute to this regulation. The observation that many more genes are upregulated at ZT0 in Klf9 mutants than at the other two time points (Fig. 2a) is also suggestive of a role for Klf9 in regulating the transcriptomic response to the Zeitgeber. 

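Leaving out each sample in turn gave 355 to 568 upregulated genes at ZT0, 250 to 478 at ZT-3 and 183 to 399 at ZT+2.5. Of the 356 genes past the thresholds at ZT0 alone, 295 changed in the same direction at both other time points, 0 were past an adjusted p of 0.1 for the interaction of genotype and time, and 62 had an unadjusted p under 0.05.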

Finally, it is worth pointing out that the transcriptomic response captured in PC4, which was not included as a variable to be queried in the experimental design, might have been easily overlooked a priori and missed in an analysis that did not take the unbiased approach of PCA. In that case the variance would have been treated as noise rather than signal attributable to a biological stimulus–response relationship. This again highlights the critical importance of attention to detail in recording experimental metadata, as doing so allows observed patterns of variance to be attributed to experimental variables that are not designed or that cannot be controlled.

In summary, as has been recently shown by other groups using different approaches^33–35^, the analyses described here indicate that bulk RNA-seq can be used to infer tissue-specific developmental and/or physiological effects by taking advantage of existing single-cell atlases to resolve the differential gene expression patterns into source cell and tissue type, generating testable hypotheses to account for the observed pattern that can then be tested using other techniques such as microscopic imaging, as we have done here. This allows us to take advantage of both the higher sensitivity bulk RNA-seq provides for detecting subtle effects, as well as the economic advantages it provides for sampling over time and with multiple experimental variables. We have also shown the power of Principal Component analysis for detecting variance in the data that may or may not be associated with the experimental design variables, increasing the sensitivity of the analysis compared to conventional approaches that only do pairwise comparisons to assess differential gene expression without accounting for all sources of variance. Our analyses provide further evidence that the transcription factor Klf9 contributes globally to the regulation of both development and physiology, with a critical role controlling liver development, consistent with previous studies showing that Klf9 function is important for the regulation of metabolism^11–13,17^.

### Limitations of the study

Although the results depicted in Fig. 4 suggest that endodermal cell types (intestinal epithelium, hepatocyte, and pancreatic epsilon cells) are overrepresented in *klf9*^−/−^ mutants (based on the differential expression of cell-type specific marker genes used to assign identities to cell clusters in the single cell atlas), we cannot exclude the formal possibility that the overrepresentation of those genes in *klf9*^−/−^ mutants is due to their ectopic expression in cell types that normally don’t express them. Further experiments using in situ hybridization are required to test that possibility. Nevertheless, the results depicted in Fig. 5 indicate that at least in the case of liver the interpretation that hepatocytes are overrepresented in *klf9*^−/−^ mutants is correct. A second limitation is that the measurements depicted in Fig. 5 do not allow us to determine whether the increase in liver size is due to hepatocyte hyperplasia or hypertrophy (or both). As noted above, further work, e.g., involving quantitative fluorescence microscopy of livers with stained nuclei, is required to answer that question.

## Methods

### Zebrafish husbandry, culture, and collection

Zebrafish were *klf9*^−/−^ mutants derived from the AB strain^1^, and wildtype controls derived from the same grandparents. Husbandry and procedures were as described previously^25^. All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of the MDI Biological Laboratory, and all methods were performed in accordance with the relevant guidelines and regulations**.** The study is reported in accordance with ARRIVE guidelines.

Embryo culture and cortisol treatments were performed as previously described^1^. Briefly, fertilized eggs were collected in the morning, disinfected, and at ~ 4 h post fertilization placed in dishes with embryo media. Embryos developed in a 28.5 °C incubator with a 14/10 light/dark cycle synchronized with the core fish room. Media was changed daily.

### RNA extraction and purification

At − 3, 0, and + 2.5 h zeitgeber time (onset of the light phase in the incubator) on day 5 post-fertilization, four biological replicates of *klf9*^−/−^ mutant and wildtype larvae were collected as follows. Each biological replicate from each genotype and timepoint consisted of six larvae in a 30 mm dish in 4 ml of media. Larvae were collected from the dish into Eppendorf tubes, media was removed, and larvae immediately snap frozen in liquid nitrogen. Collection of the 8 samples at each time point occurred over ~ 10 min. Frozen samples were stored at − 80° C. RNA was prepared using the Qiagen RNeasy Plus mini kit (Qiagen 74134). For each set of four biological replicate samples, RLT Plus lysis buffer (plus beta-mercaptoethanol, per kit instructions) was added to each sample immediately upon its retrieval from the freezer, and the sample was then immediately homogenized with a motorized pestle and placed on ice before the next sample was retrieved from the freezer and subjected to the same procedure. Following pestle homogenization replicate samples received simultaneous processing—i.e., passed through Qiashredder columns (Qiagen 79654), bound, washed, and eluted per kit instructions. RNA was quantified and stored at – 80 °C.

For follow-up experiments using quantitative reverse transcription and polymerase chain reaction (qRT-PCR) and Nanostring, RNA was prepared either by the column method as described above or by the Trizol method, and for Nanostring analysis RNA was prepared by the Trizol method. The Trizol method includes a controlled incubation time of 5 min in Trizol immediately after homogenization. This step was not included in the RNeasy plus method described above, which had variable times in the homogenization buffer (longest for the first sample retrieved from the freezer, shortest for the last sample). We therefore tested whether this variable might be a source of variance in the data by controlling the incubation time in RLT+ buffer at 5 min per sample and found that this significantly reduced the variance between samples.

### RNA-seq and data analysis

Frozen RNA was sent to the Oklahoma State Genomics Facility for Illumina library preparation and sequencing. RNA-seq libraries were generated with Illumina-compatible KAPA libraries and sequenced as single-end 75 bp reads on an Illumina NextSeq 500 High Output sequencer. Quality and adapter trimming was applied to fastq formatted read files with Trim Galore Version 0.6.5^47^ with options: “--fastqc_args ‘--noextract’”, “--illumina”, “--length_1 35”, “--length_2 35”, “--stringency 1”, “--length 20”, and “--quality 20”. Gene and isoform expression were estimated with RSEM Version 1.3.3^48^ using Ensembl release 101^49^ of the *Danio rerio* genome for alignment and using command “rsem-calculate-expression” with options: “--keep-intermediate-files”, “--star-gzipped-read-file”, “-p 64”, “--estimate-rspd”, “--append-names”, “--output-genome-bam”, and “--star”. RSEM estimates of sample-specific expression were merged using R (version 4.0.3) package tximport version 1.0.3^50^.

For downstream analysis, it is more valuable to refer to genes by their name to estimate expression. There were 581 genes that were associated with more than one Ensembl ID, so the count matrix collapsed these distinct transcript counts by taking the sum of all transcript counts that correspond to the same gene symbol (retaining the earliest EnsemblID), effectively removing gene duplicates from the count matrix.

Differential Expression Analysis was performed between wildtype and *klf9*^−/−^ samples in the count matrix with DESeq2, version 1.30.1^51^, using R version 4.0.3. DESeq2 was also used to generate a rlog-matrix which was subsequently Z-transformed (subtracting gene average over all samples and then dividing by the gene’s standard deviation) to normalize each gene across all samples. The Z-transformed rlog matrix was then loaded into JMP version 16 and used for PCA (using the “Wide Method”). As described below, the first PC in all analyses was attributed to a technical effect, therefore the PC coordinate was subsequently used as a covariate in DESeq2 differential expression analysis. Four DESeq2 runs were performed: *klf9*^−/−^ vs WT samples at each of the three time points, and then overall with time as a covariate to determine the time-independent effect of *klf9*. Gene Ontology Term Enrichment analysis was performed using GOrilla^52^, and only included genes in the top 90% of baseMean counts and bottom 85% of logfoldchangeSE. Gene ontology treemaps of the GOrilla results were generated using REViGO^53^.

### Nanostring and qRT-PCR analysis

Nanostring analysis was performed at the Dartmouth Molecular Biology Core Facility on samples collected over an 8-h time course that we described previously^17^, using custom PlexSet probes designed by Nanostring (Supplemental Materials, Table S1). For qRT-PCR, cDNA was synthesized using the Primescript reverse transcription kit (Takara RR037a). Real time PCR was performed on a Roche LightCycler II thermal cycler using the Perfecta SYBR Green Fastmix (VWR 101414-270) and primers for several genes associated with the two poles of PC1 of the RNA-seq (Supplemental Materials, Table S2).

### Mapping differentially expressed genes to specific tissues and cell types

To map the effects of the *klf9*^−/−^ mutation onto cell and tissue type we took advantage of a recently published single-cell atlas of zebrafish development^26^. For the purposes of this analysis, we reduced the single-cell data to just those obtained at 5 dpf and used Seurat to identify clusters and marker genes for those clusters. Probable cell types within the clusters were identified by matching the annotations from the full embryo atlas to the 5 dpf single-cell data. Our time-independent bulk RNA-seq differential gene expression results were then reduced to only genes identified as marker genes in the single-cell data (Supplemental Materials, Table S3).

### Fixation, staining, and mounting of zebrafish larvae for imaging

Staining and imaging of livers was carried out following the protocol of Sadler et al.^32^. Briefly, 5 dpf larvae were fixed overnight in 4% formaldehyde at 4 °C, washed 3 × with PBS + 0.1% Tween-20 (PBST), then dehydrated through a methanol/PBST series (20/80 → 50/50 → 80/20 → 100% methanol), and stored in methanol at 4 °C. Fixed larvae were rehydrated through a series of methanol/PBST solutions in the reverse order as described above, then bleached with 10% H_2_O_2_/0.5× SSC/0.5% formamide, for 12 min at room temperature (RT). After blocking with a solution of PBST containing 10% bovine serum albumin (BSA) for 1 h at RT, the larvae were incubated with Alexafluor568-Streptavadin in the dark for 2 h at RT, then washed 3 × with PBST and stored in 80% glycerol at 4 °C.

For imaging, 5 fixed and stained larvae were mounted in 2% low melt agarose on coverslips affixed to the bottom of 3.5 mm plastic Petri dishes, on their left side such that the liver was oriented toward the objective of an inverted microscope.

### Microscope configuration and image acquisition

Images were acquired using a CSU-W1 spinning-disk confocal (Yokogawa, Japan) with 25 µm Disk, Aperture of 10 and speed 4000 rpm, mounted on an inverted Nikon Ti-Eclipse (Nikon Instruments Inc, Japan) equipped with a Nikon Plan Apo 10×/0.45NA objective lens (Nikon Instruments Inc, Japan).

Alexafluor568 fluorescence was excited with the 561 nm laser line from a multi–Laser Unit (LUN-F) and collected by using the ET605/52 band pass emission filter (Chroma Technology, USA) and the DM405/488/532/647 dichroic mirror (Yokogawa, Japan).

Images were acquired with an Andor Zyla (VSC-03133, Andor Technology, UK) controlled with NIS-Elements (v. AR 5.41.02, 64-bit, Nikon Instruments Inc, Japan) software, with binning 1 × 1, at resolution of 2048 × 2048 pixels, in 16-bit, dual Gain 1/4, and saved in Nd2 file format.

Z-stack images of the liver were collected with a step size of 2.5 µm with the Motorized Scanning Stage (Nikon Instruments Inc, Japan) and the Ti ZDrive Device. The Z-stack range was manually adjusted for each sample to yield the best possible detection.

### Image anonymization and analysis

Prior to image analysis in Imaris software (v.9.5., Bitplane, United Kingdom), each file was renamed with a random designation so that the analysis was performed blind to the identity of the sample. After the measurements were made the file names were decoded to identify the samples as wildtype of *klf9*^−/−^. After randomization, using Imaris, the images in *nd2* format were converted to *ims* format for segmentation and analysis. The liver was segmented manually by outlining the liver’s Alexafluor568 fluorescence signal, by navigation through the Z-stack and using the surface tool. The following sequence of commands and steps were used: (1) ‘Create a new surface’, (2) ‘Turn off the volume’, (3) check ‘skip auto creation’, (4) under ‘draw’ click ‘visibility (none)’. The segmented rendered surface was used as a mask and used to obtain the liver volume.

For statistical analysis, we combined the results of two sets of measurements made independently by different individuals. Preliminary analysis of these data revealed a slight systematic difference between the sizes measured by each analyst. We calculated the average value for each set of measurements and found that after each subset was zero-centered, the resulting distributions were statistically equivalent, and therefore they were joined into one set for comparative analysis.

## Supplementary Information

Supplementary Figures.

Supplementary Legends.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

Supplementary Table S6.

Supplementary Table S7.

## Data Availability

All RNA-seq data, along with count matrixes and DESeq2 output files have been deposited in NCBI’s Gene Expression Omnibus (GEO) under accession number GSE218687 and can be accessed via the following link: GEO Accession viewer (nih.gov). All other data will be made available by the corresponding author upon reasonable request.

# Supplementary material for: Loss of Krüppel-like factor 9 deregulates both physiological gene expression and development
**Source:** Sci Rep. 2023 Jul 28;13:12239. doi: 10.1038/s41598-023-39453-3
**Supplement:** Supplementary file 1 — Supplementary Figures.

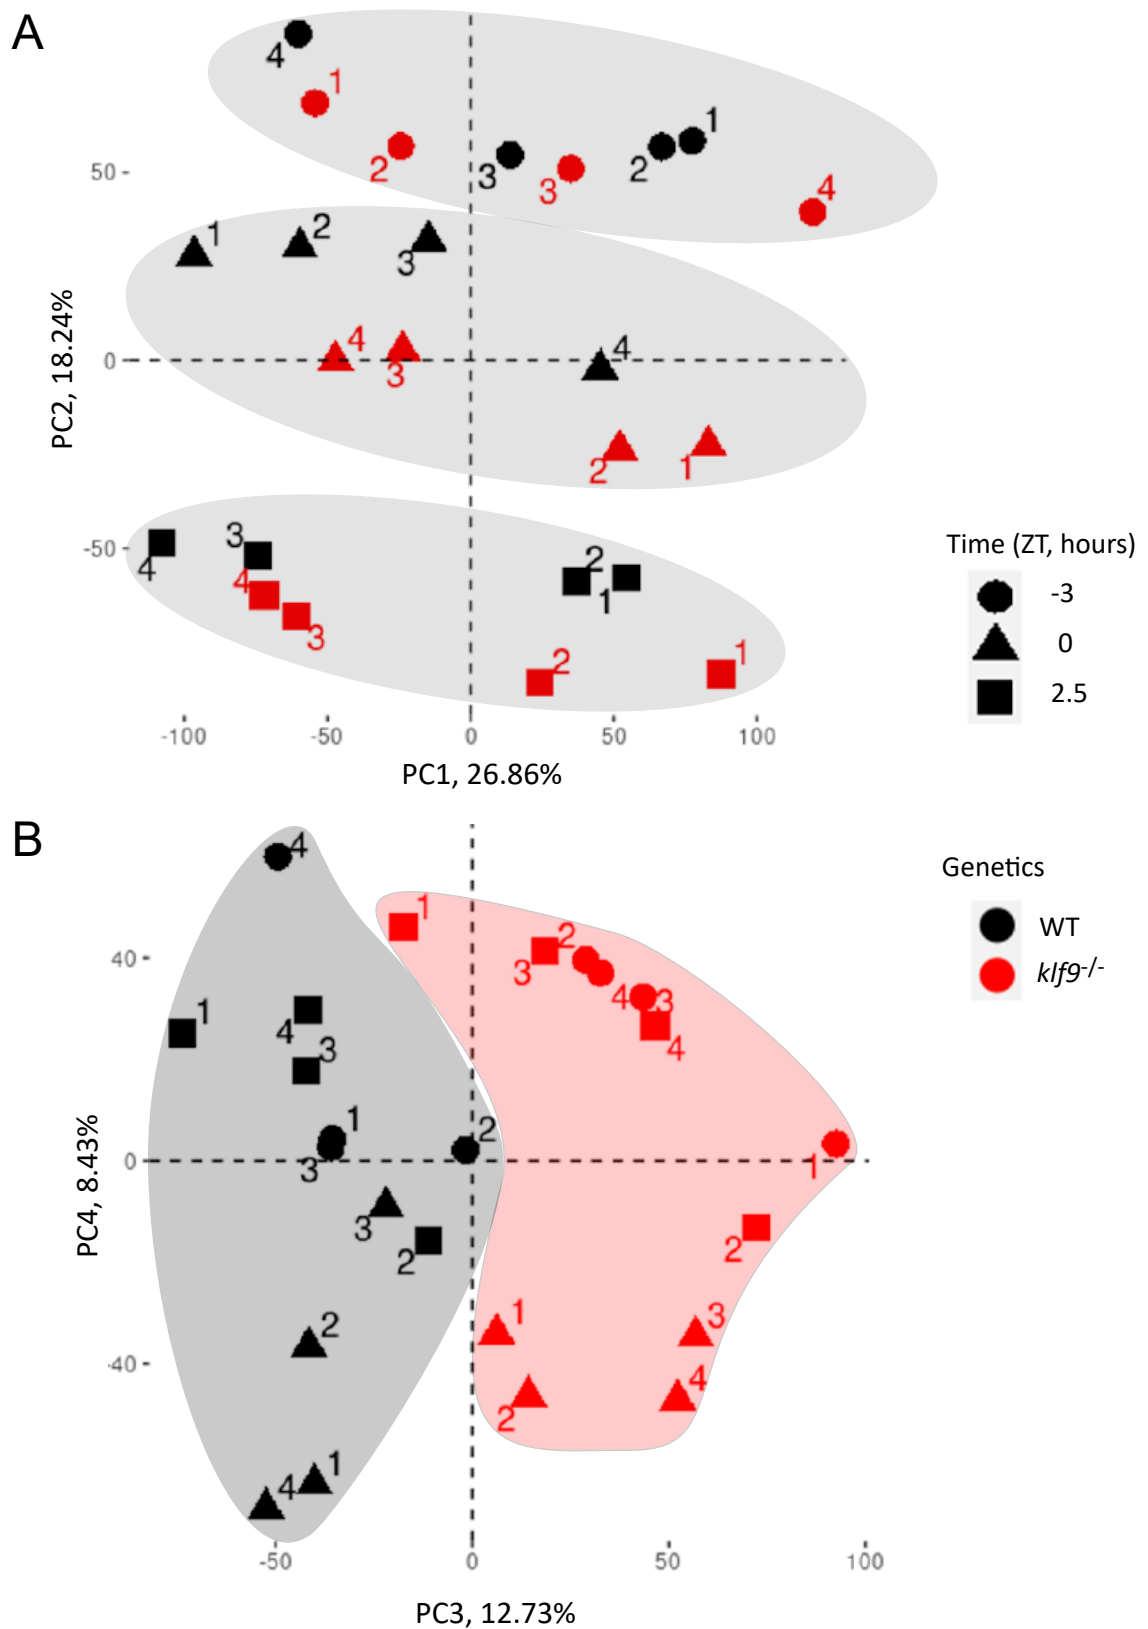

**Fig. S1. Principal Component (PC) Plots of the variance among all RNA-seq samples, coded with respect to time of day (different shapes) and genotype (different colors). (A) PC1 vs PC2; (B) PC3 vs PC4.**

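On PC1, group means ran from -0.46 ± 0.93 (wildtype, ZT0) to 0.35 ± 0.94 SD (wildtype, ZT-3; mean ± SD of the 4 replicates), so the spread between replicates exceeded any difference between groups. On PC2, replicates of a group differed by an SD of 0.066 to 0.27.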

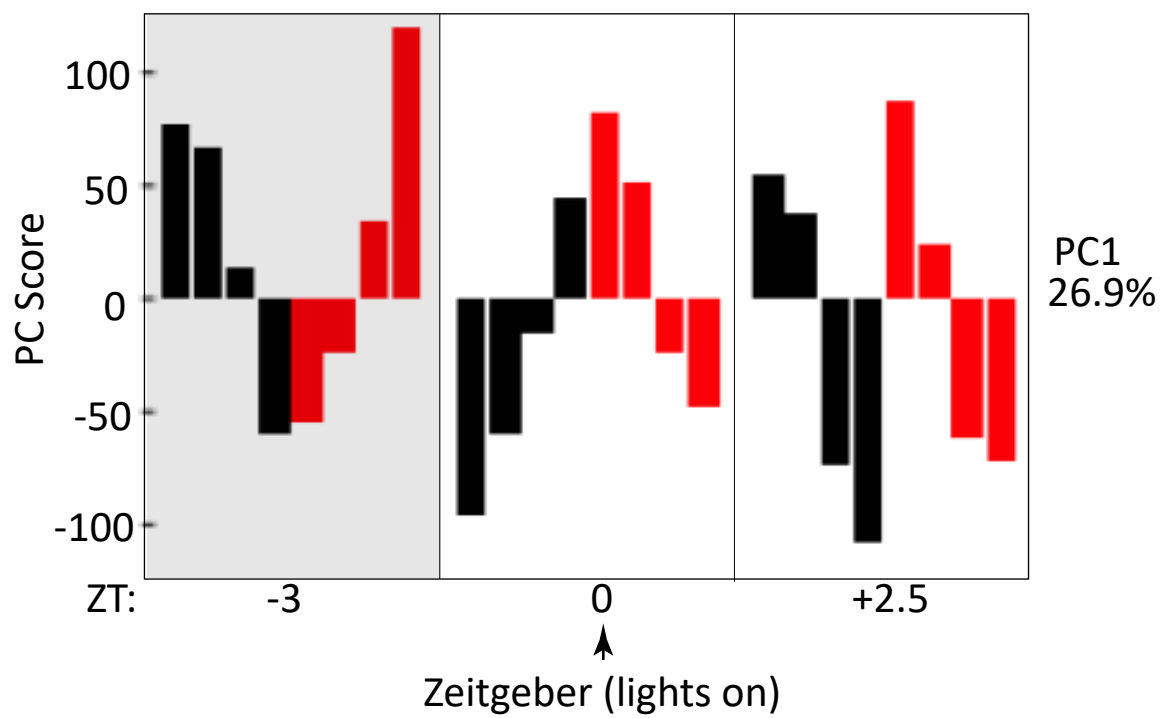

**Fig. S2. Principal Component 1 captures systematic variation between biological replicates.**

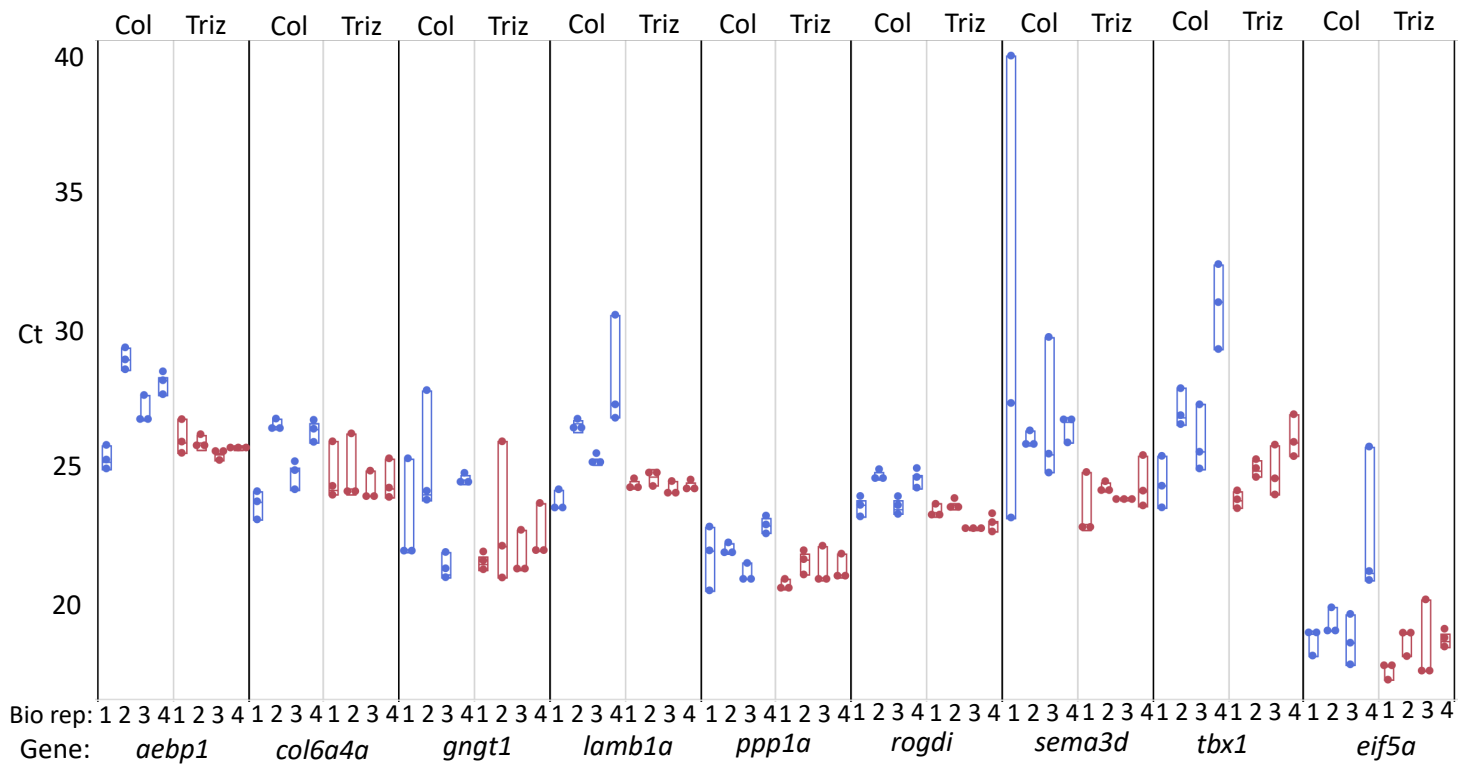

**Fig S3. Use of a column kit for RNA purification without controlling for incubation time in the RLT+ buffer introduces systematic variation between replicate samples that is eliminated by use of the Trizol method and protocol that controls for incubation time.** Biological replicates are on the x-axis, Cts measured for each gene on the y-axis, and each box in the plot encompasses the three technical replicates of the qPCR run.

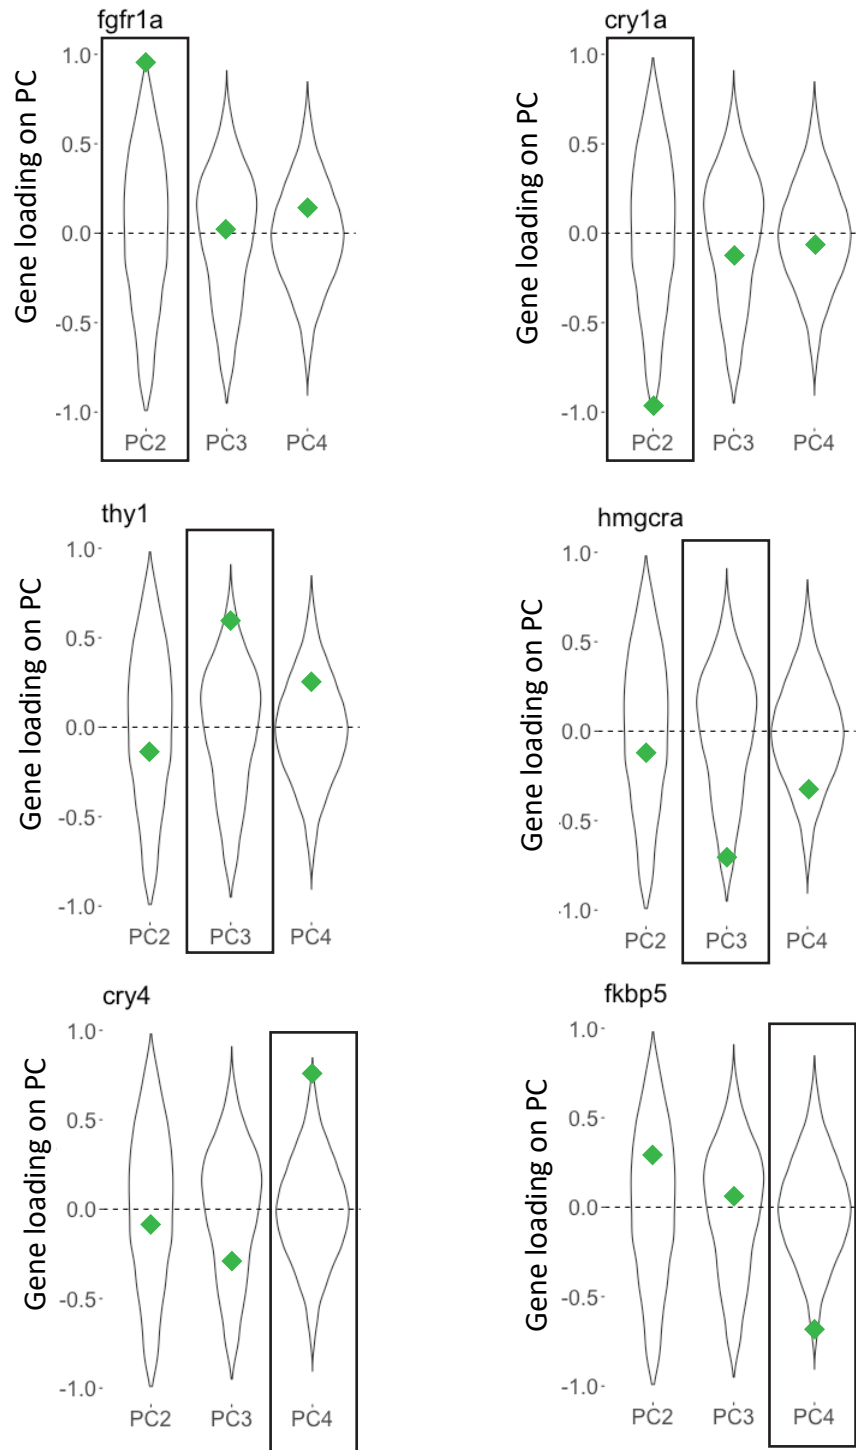

**Fig. S4. Loading of genes (representing correlation between expression and PC-coordinate across all samples) shown in Figure 1 with respect to Principal Components 2, 3, and 4. The violin plots show the distribution of loading values for all genes included in the PCA.**

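Ranked by the absolute loading among the 25362 genes, cry1a was at position 40 and fgfr1a at 44 on PC2, hmgcra at 459 and thy1 (84 tested genes from klf9) at 1464 on PC3, and cry4 at 56 and fkbp5 at 266 on PC4. On PC3, klf9 itself was at position 1611, with a loading of -0.63.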

## A Gene list ranked by Principal Component 3

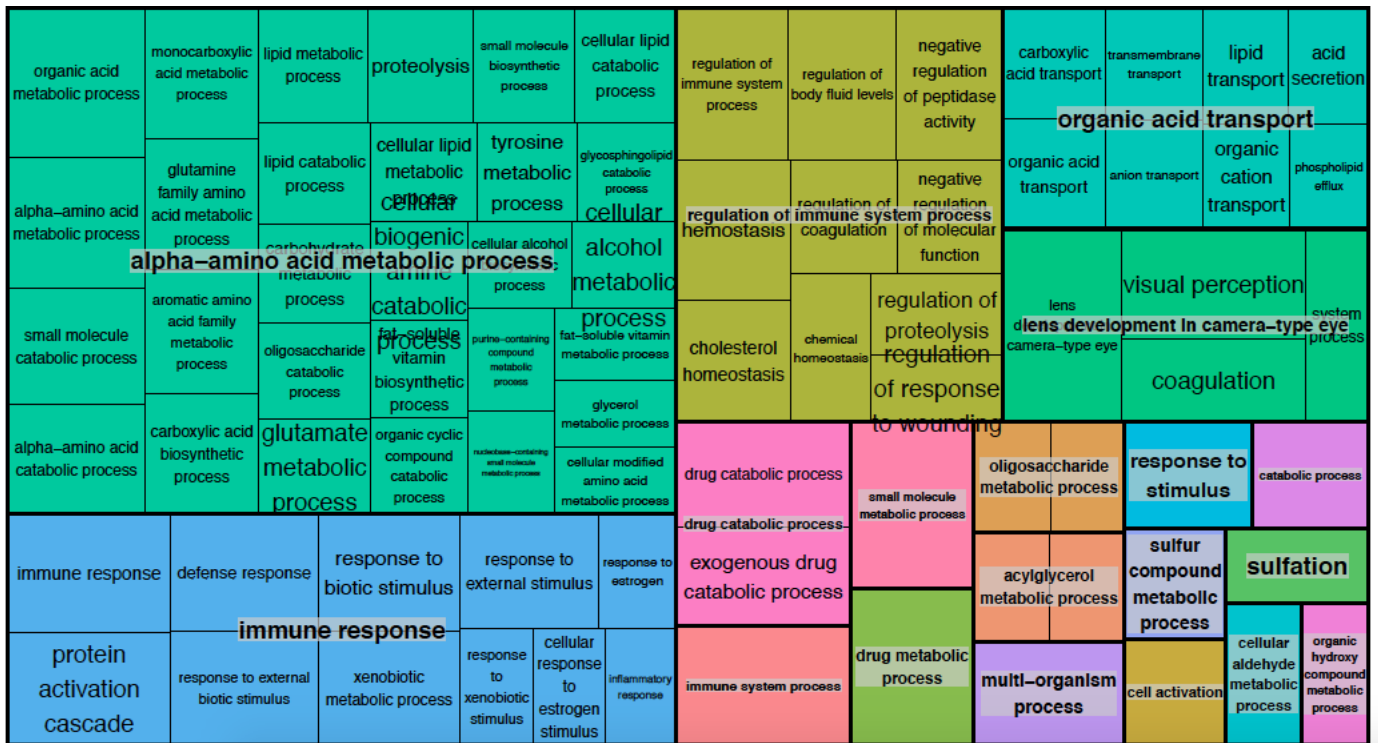

## B Gene list ranked by DESeq

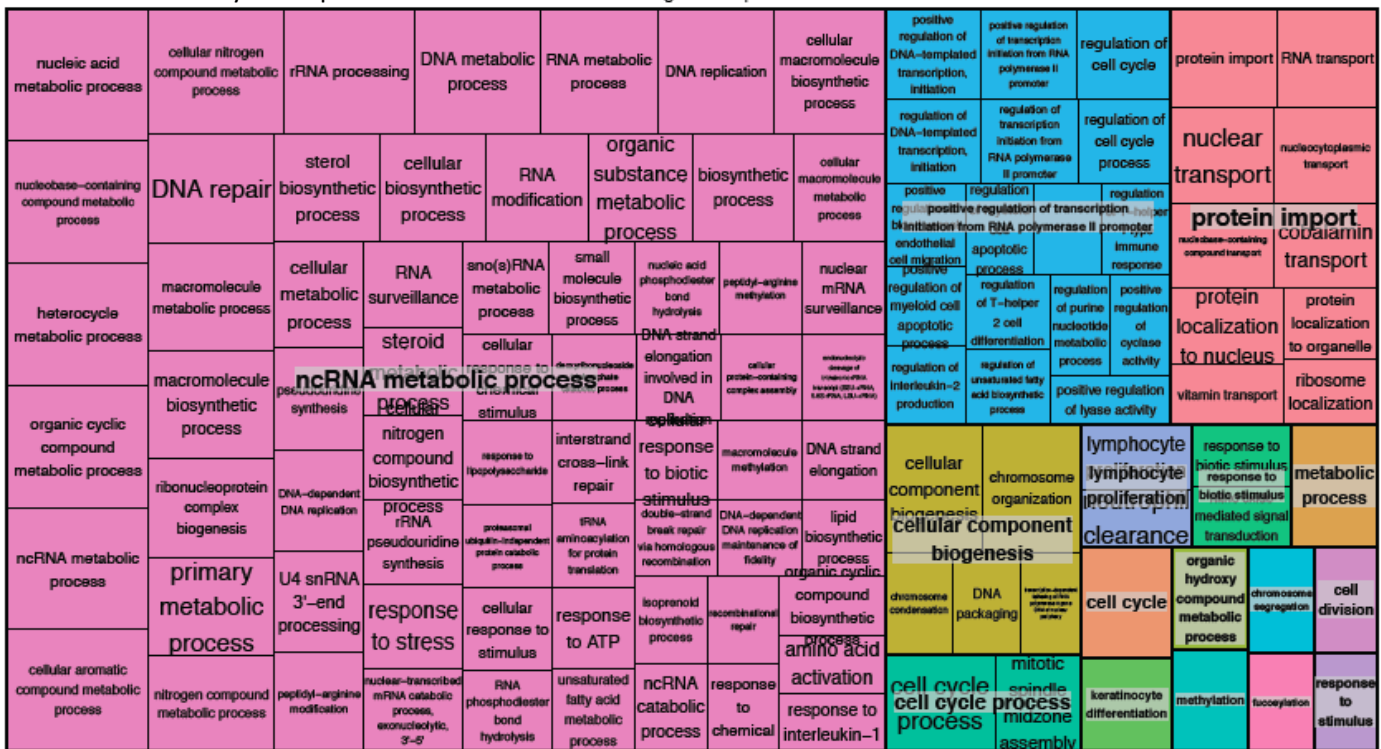

**Fig. S5. Biological processes associated with genes downregulated in *klf9*<sup>-/-</sup> mutants.** ReviGO treemaps of GOrilla Biological Process term enrichment analysis of (A) genes ranked according to their position along PC3 and (B) genes ranked according to their differential expression by DESeq.

## A Gene list ranked by Principal Component 3

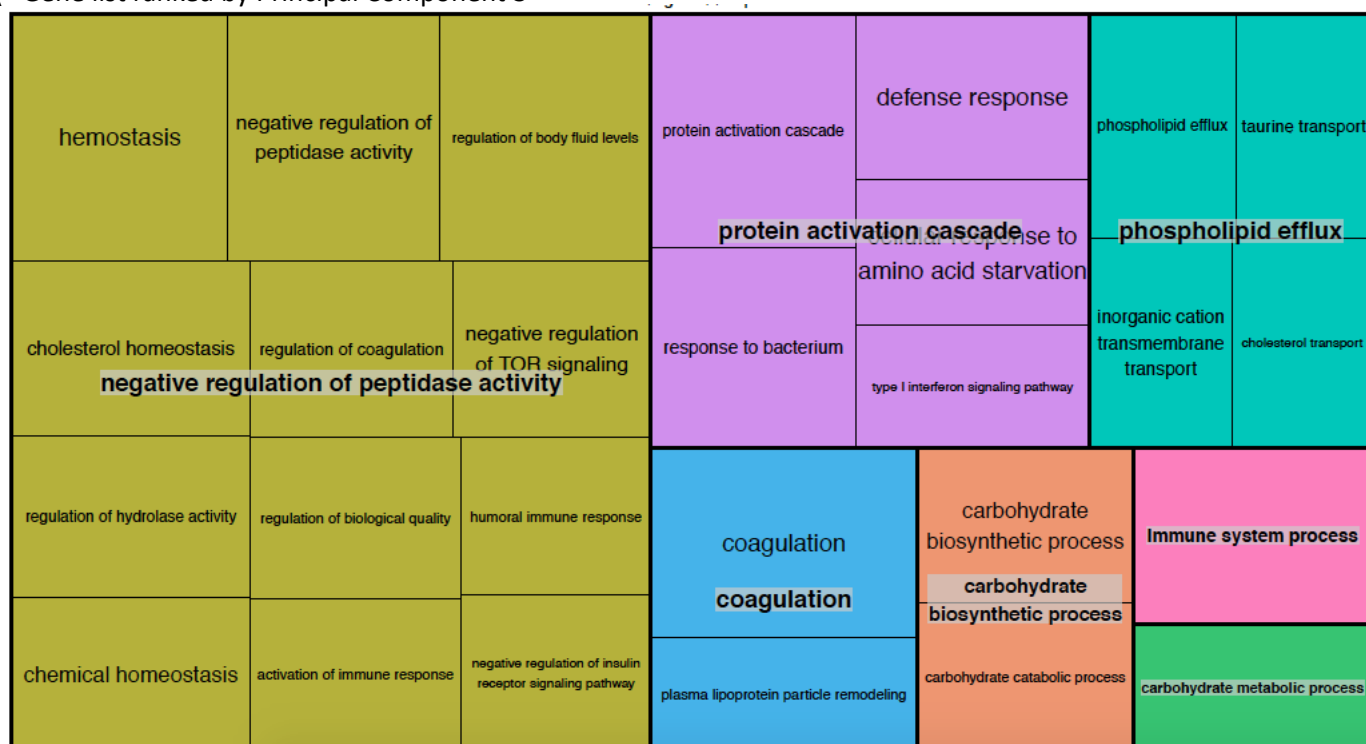

## B Gene list ranked by DESeq

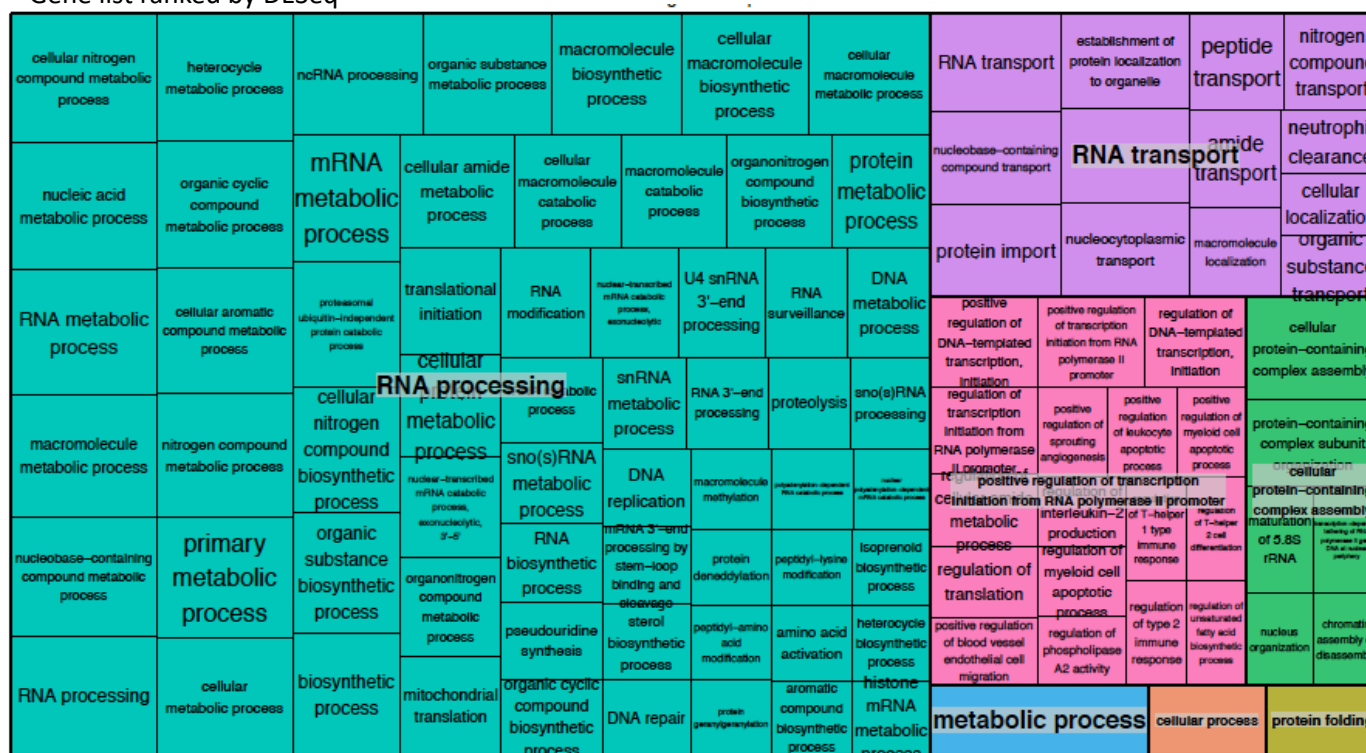

**Fig. S6. Biological processes associated with genes upregulated in *klf9*<sup>-/-</sup> mutants.** ReviGO treemaps of GOrilla Biological Process term enrichment analysis of (A) genes ranked according to their position along PC3 and (B) genes ranked according to their differential expression by DESeq.

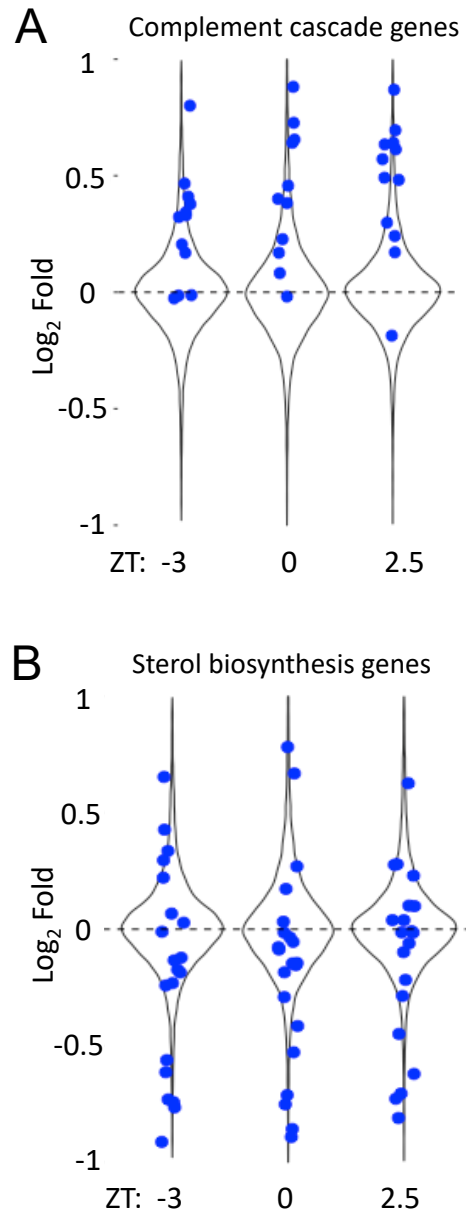

**Fig. S7. Genes associated with the (A) complement system and (B) sterol biosynthesis are differentially expressed in *klf9*<sup>-/-</sup> mutants irrespective of time of day.** The violin plots show the distribution of  $\log_2$  fold change values for all genes included in the analysis (genes listed in Supplementary Table S7).

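By time point, the median log2 fold change of the complement genes was 0.31, 0.36 and 0.58 at ZT-3, ZT0 and ZT+2.5 (camera adjusted p = 2.3e-04, 5.1e-09 and 3.3e-05), with 11 of 12 higher at each. With the estimated correlation, the adjusted p was 0.11, 0.041 and 0.15. The adjusted p over all genes was at most 0.1 for 2, 8 and 2 of them, and adjusted over the list alone for 6, 8 and 4. For the sterol genes, the medians were -0.11, -0.13 and -0.10 (camera adjusted p = 1.4e-04, 0.049 and 0.0021), with 15, 17 and 13 of 22 lower. Under fry, the adjusted p was 0.043, 0.19 and 0.18. Without wildtype replicate 1 of the same time point, the complement median was 0.190 at ZT-3 and 0.289 at ZT+2.5.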

**A** Biological processes associated with genes upregulated in *klf9*<sup>-/-</sup> mutants at ZT-3

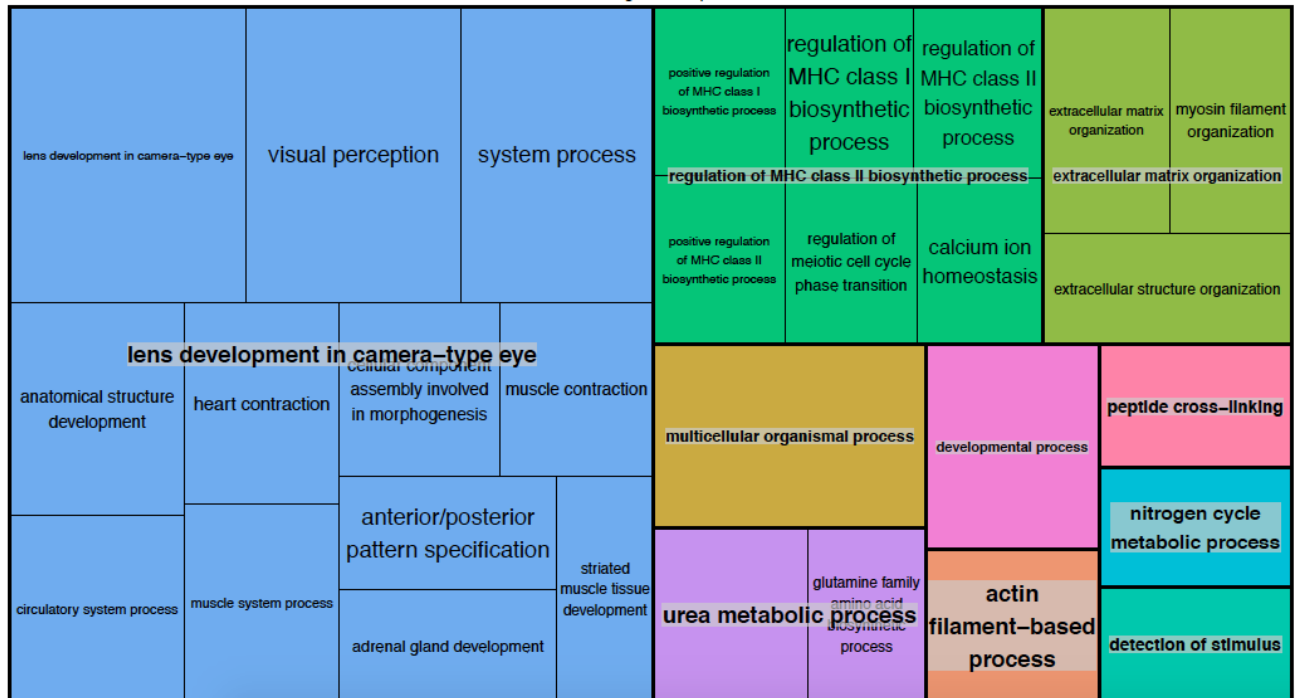

**B** Biological processes associated with genes downregulated in *klf9*<sup>-/-</sup> mutants at ZT-3

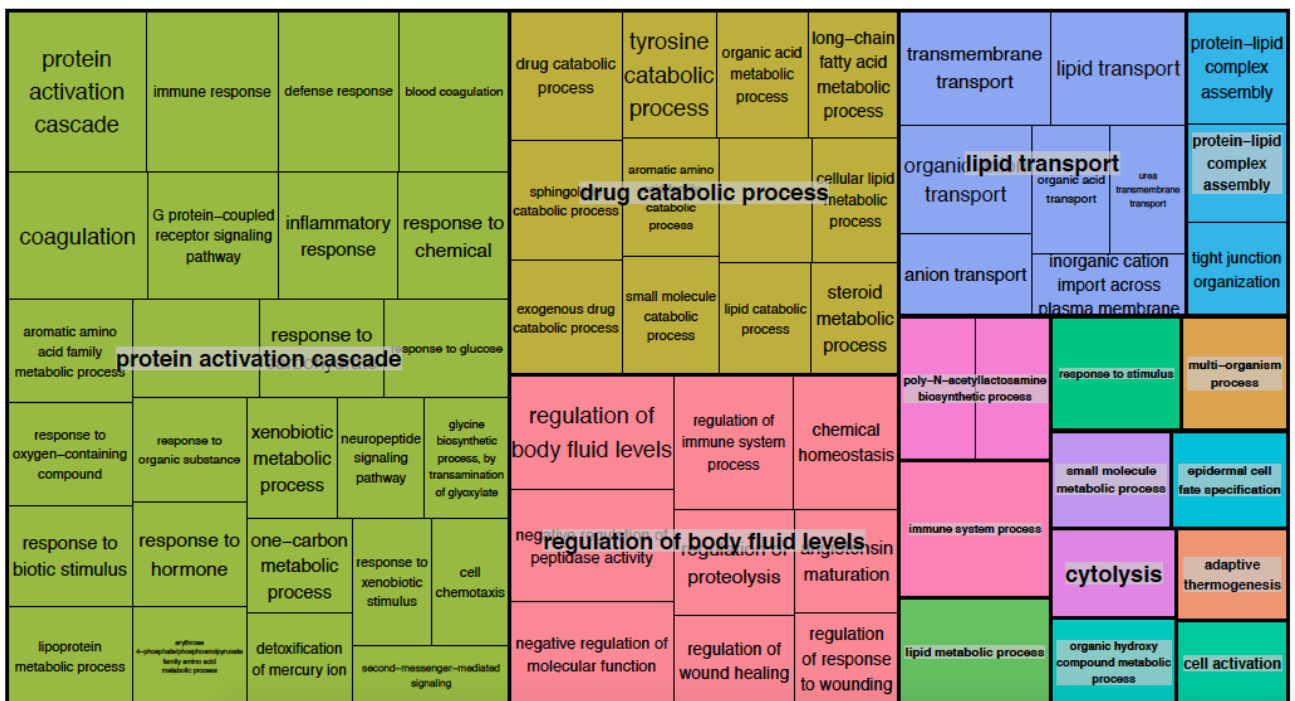

**Fig. S8. Biological processes associated with genes differentially expressed in *klf9*<sup>-/-</sup> mutants at ZT-3.**

ReviGO treemaps of GOrilla Biological Process term enrichment analysis of (A) upregulated genes and (B) downregulated genes.

**A** Biological processes associated with genes upregulated in *klf9*<sup>-/-</sup> mutants at ZT0

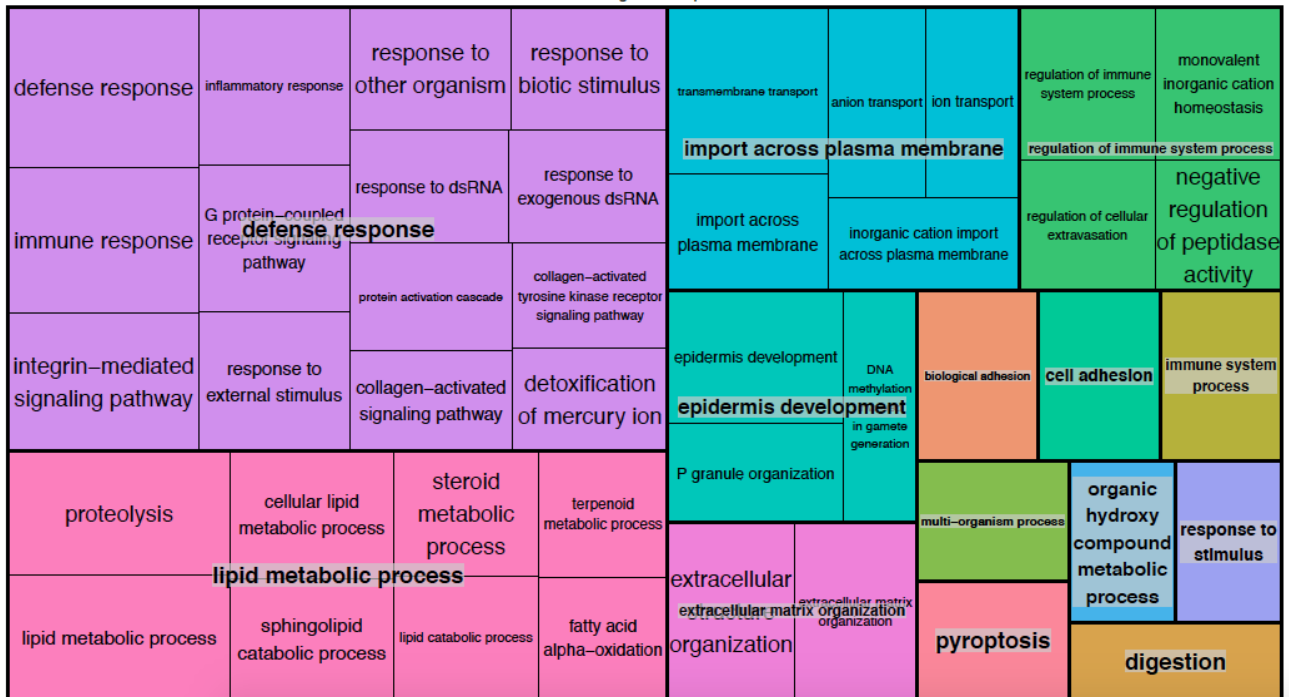

**B** Biological processes associated with genes downregulated in *klf9*<sup>-/-</sup> mutants at ZT0

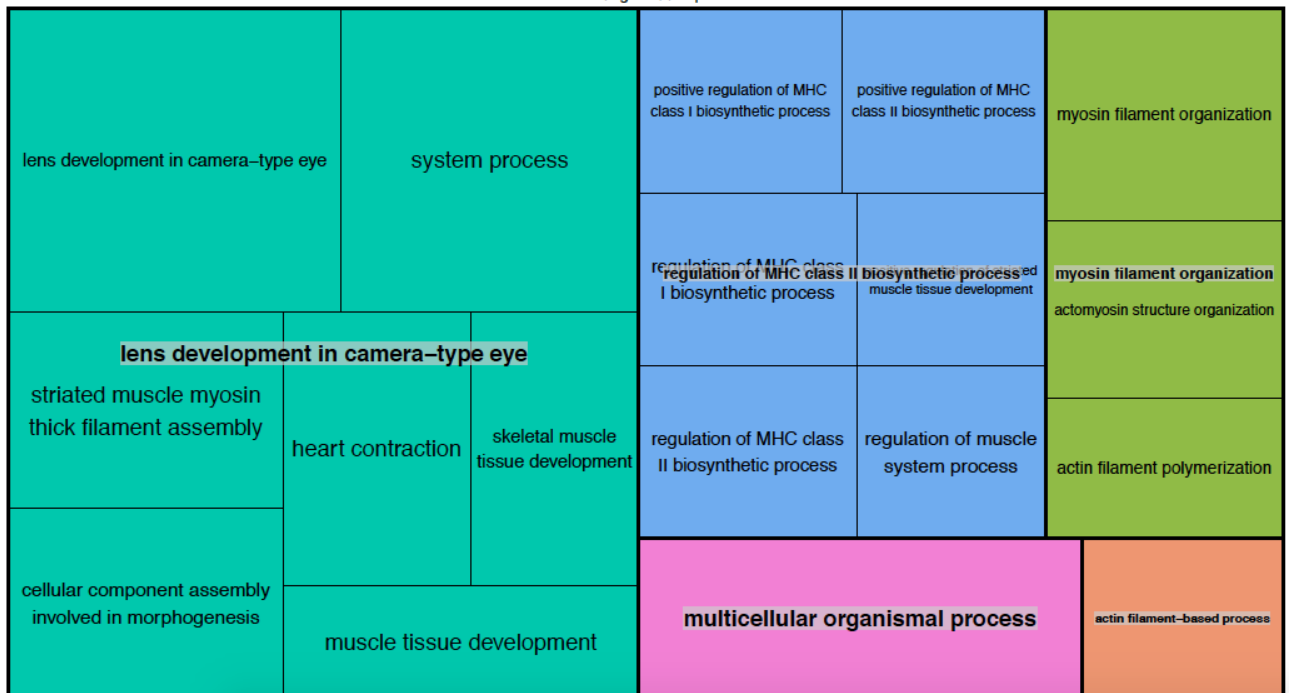

**Fig. S9. Biological processes associated with genes differentially expressed in *klf9*<sup>-/-</sup> mutants at ZT0.** ReviGO treemaps of GORilla Biological Process term enrichment analysis of (A) upregulated genes and (B) downregulated genes.

**A**

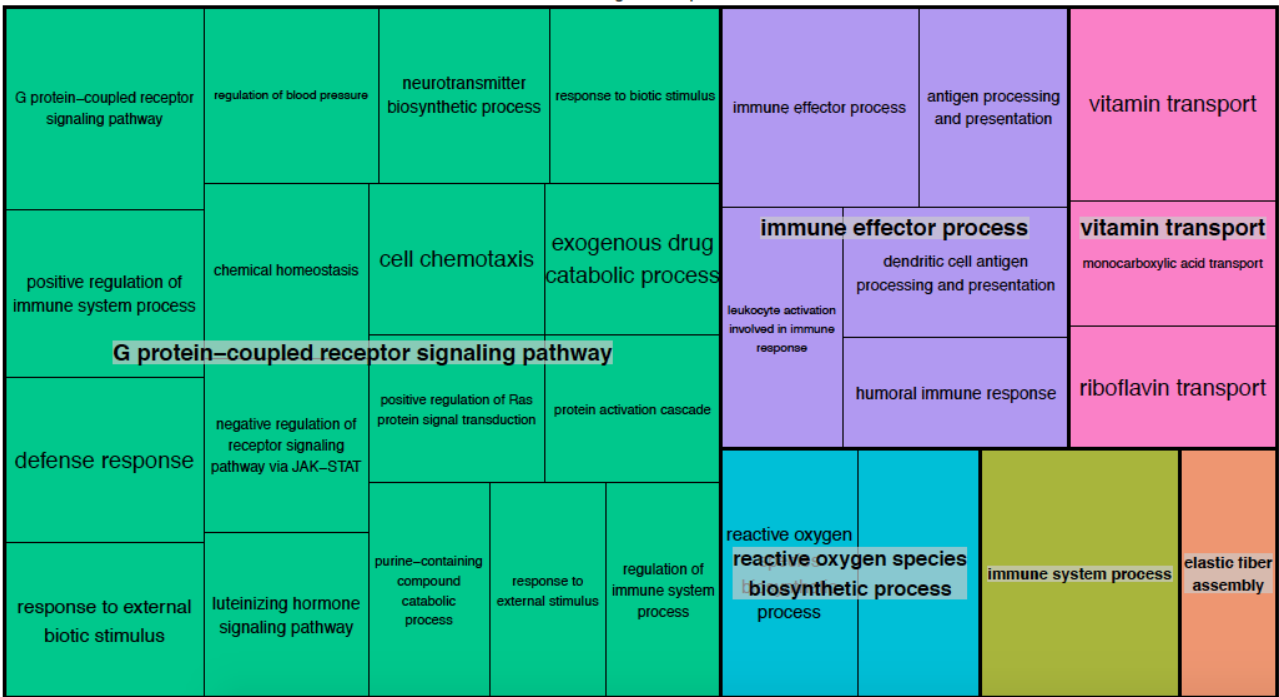

## B

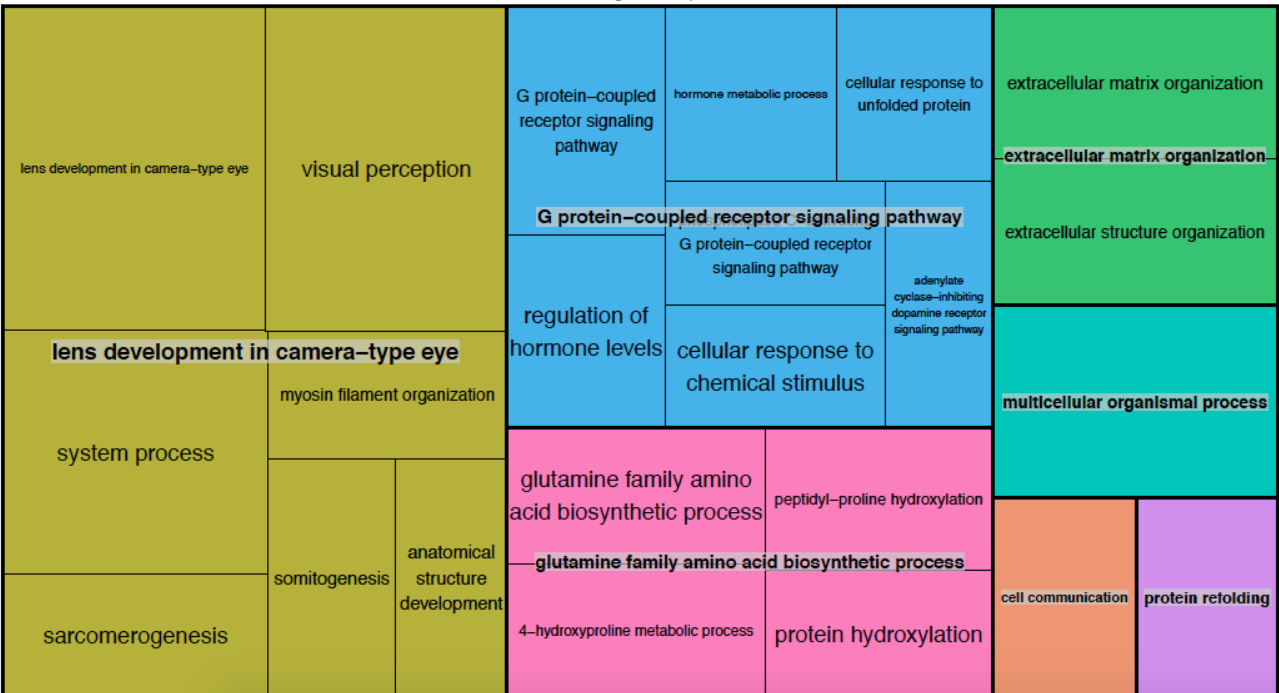

**Fig. S10. Biological processes associated with genes differentially expressed in *klf9*<sup>-/-</sup> mutants at ZT+2.5.** ReviGO treemaps of GOrilla Biological Process term enrichment analysis of (A) upregulated genes and (B) downregulated genes.

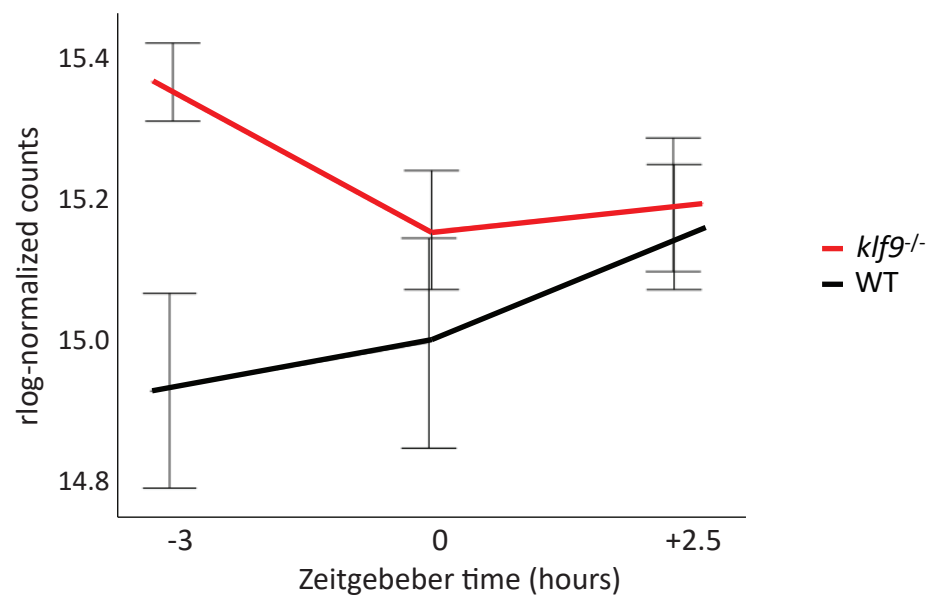

**Fig. S11. Temporal profile of *cryba1b* expression.** Error bars are the SEM of the four biological replicates.

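In klf9-/-, cryba1b (ENSDARG00000053875) measured 890 ± 94.0, 719 ± 122 and 749 ± 143 CPM at ZT-3, ZT0 and ZT+2.5 (mean ± SD, n = 4), against 577 ± 163, 620 ± 188 and 724 ± 126 in wildtype. The log2 fold changes were 0.63 (SE 0.21, adjusted p = 0.15), 0.05 (SE 0.22, adjusted p = 0.93) and 0.09 (SE 0.11, adjusted p = 0.74). At ZT-3, the adjusted p was 0.073 without wildtype replicate 2 and 0.085 without wildtype replicate 4, and at ZT0 the sign changed without klf9-/- replicate 4 (-0.09), wildtype replicate 2 (-0.06) or wildtype replicate 4 (-0.06).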

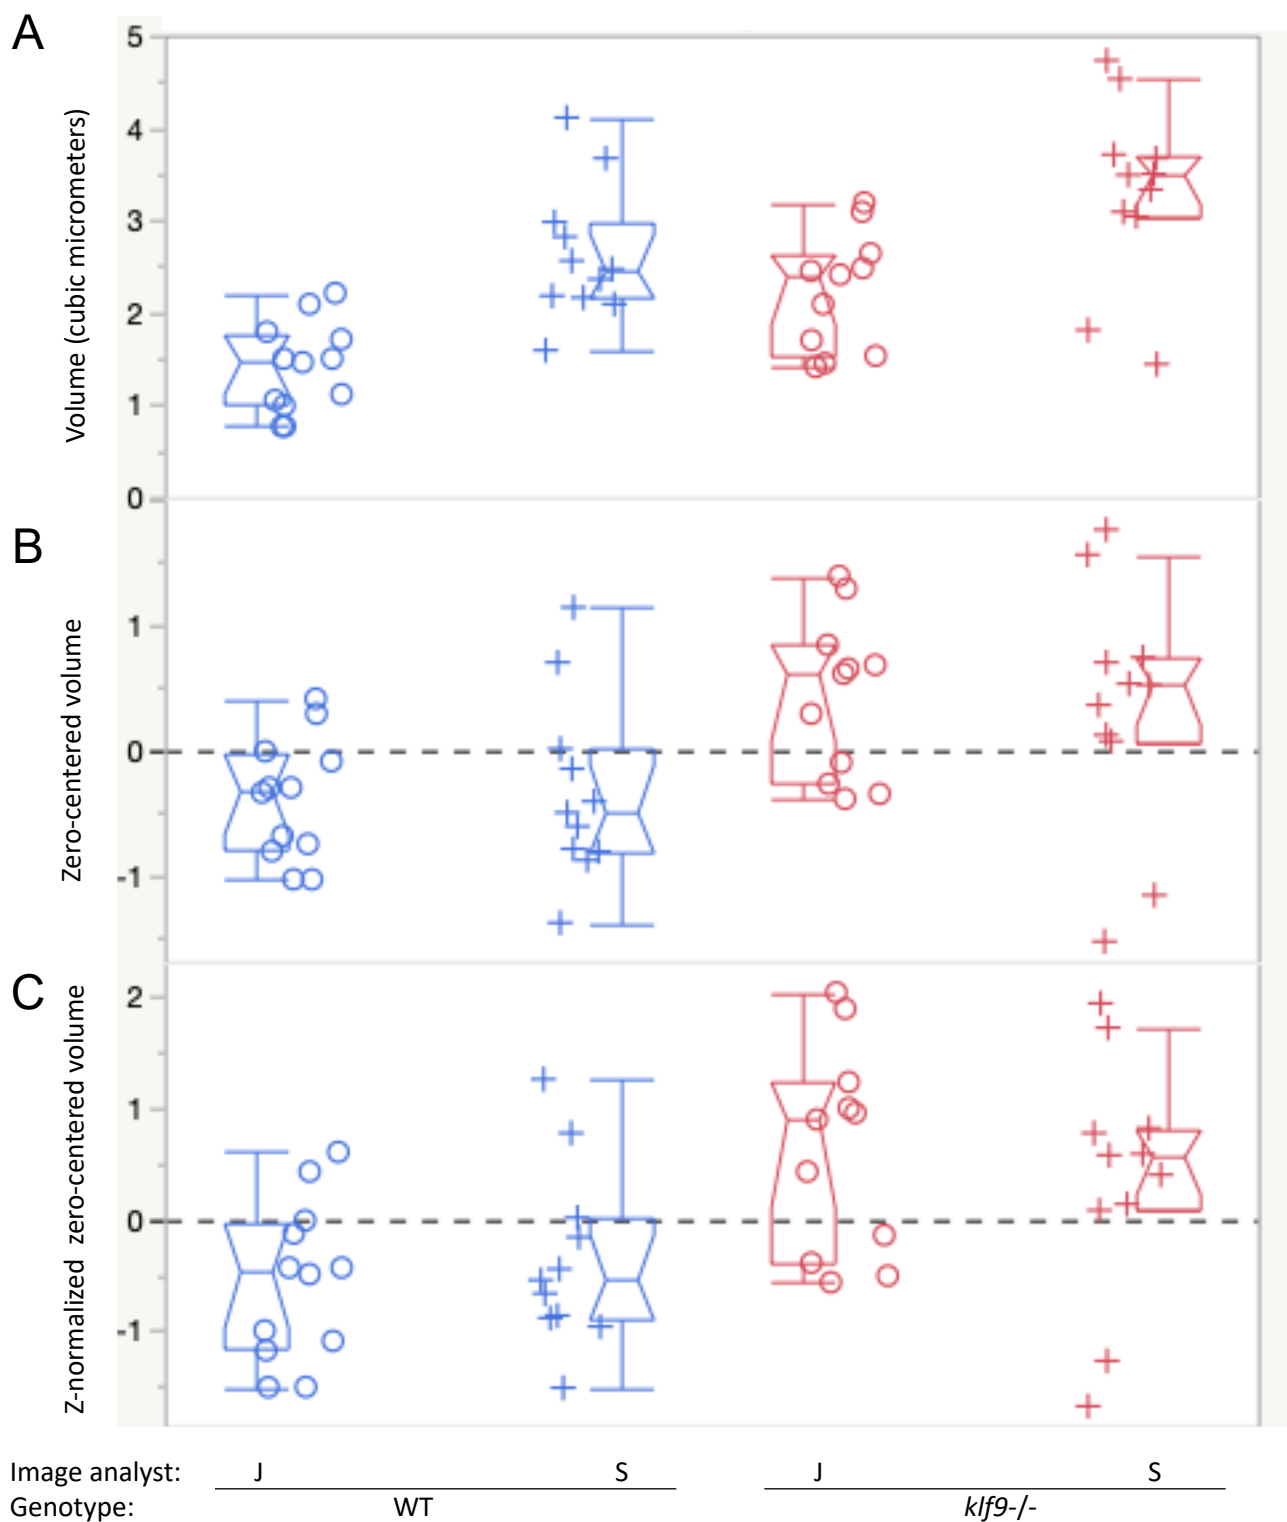

**Fig. S12. Liver volume measurements plotted with respect to genotype (WT vs. *klf9*<sup>-/-</sup>) and image analyst (J vs. S).** (A) Volumes as initially calculated from the images; (B) Mean-centered volumes calculated by subtracting the average volume obtained for all the sample images by each analyst from each measurement; (C) Z-normalization of the zero-centered volumes.

# Supplementary material for: Loss of Krüppel-like factor 9 deregulates both physiological gene expression and development
**Source:** Sci Rep. 2023 Jul 28;13:12239. doi: 10.1038/s41598-023-39453-3
**Supplement:** Supplementary file 2 — Supplementary Legends.

**Loss of Krüppel-like factor 9 deregulates both physiological gene expression and development**

Laura Drepanos^3^, Ian M. Gans^1,2^, Janelle Grendler^1^, Sophia Guitar^1^, J. Heath Fuqua^1^, Nathaniel J. Maki^1^, Andrea R. Tilden^3^, Joel H. Graber^1^, and James A. Coffman^1,2^*

**List of Supplementary Tables**

**Table S1. Nanostring Probes.** The probe sequences used to detect the genes described in the text are denoted with asterisks.

**Table S2. PCR Primers.** The table lists the sequences of the PCR primers used to test the effects of different methods of RNA purification.

**Table S3. Annotation of cell clusters from the single cell atlas of Farnsworth et al. (2020; reference 26).** The first tab lists the full table of genes, and the second lists those which passed the specificity threshold criteria of adjusted p-value <= 0.05 and pct.1 >= 0.4.

**Table S4. Correlation of expression variance of each gene with each Principal Component.** The table lists the Pearson correlation between the expression variance of each gene and each of the first four Principal Components.

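Only 1999 of the table's gene entries were at hand. With the 25362 genes of the deposited rlog values, loadings of the genes named in Fig. 1 are given as correlations with each component over the 24 samples.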

**Table S5. DESeq2 results comparing gene expression in wildtype and klf9-/- larvae.** The four tabs list the DESeq2 results for all three time points combined and for each of the three time points individually.

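At the thresholds of Fig. 2, the deposited DESeq2 tables list 453 genes as higher and 262 as lower in klf9-/- at ZT-3, 652 and 203 at ZT0, 490 and 157 at ZT+2.5, and 856 and 387 over all time points. Of these, 391 and 194, 481 and 167, 355 and 123, and 751 and 336 were also past the thresholds with edgeR. Across the genes in both, Pearson's correlation of the log2 fold changes was 0.993, 0.982, 0.996 and 0.989. Genes are not independent replicates in this correlation.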

**Table S6. Venny analysis results, showing the identities of the genes enumerated in Fig. 2a.**

**Table S7. Identities and DESeq2 results for the complement and sterol biosynthesis genes shown in Supplementary Figure S7.**

How the deposited data were processed for this re-analysis (not part of the article)

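RNA was sequenced from 24 samples of zebrafish larvae at 5 days post-fertilization, each a pool of 6 larvae. There were 4 samples for each genotype (wildtype and klf9-/-) at each of 3 time points (ZT-3, ZT0 and ZT+2.5). The authors aligned the reads and estimated with RSEM how many came from each gene, and deposited these expected counts for 31242 genes without normalization. Of the values, 18.0% were not whole numbers. The authors also deposited regularized log2 values (rlog) for 25362 genes, made with DESeq2, and DESeq2 tables with a log2 fold change, p-value and adjusted p-value for each gene, over all time points and at each. Each library's total was 41444609 to 64452247 expected counts, with a median of 53578316. By genotype and time point, the medians were 45265782, 43693188 and 47721920 in klf9-/- and 60191916, 54621234 and 53615431 in wildtype at ZT-3, ZT0 and ZT+2.5. The squared difference between 2 replicates of a group, relative to counting noise, was 7.37 to 91.1 per gene (median 41.1, 36 pairs), so no 2 replicates differed by counting noise alone. How far the depth limited the precision for genes with few counts was not tested. At ZT+2.5, the deviations of same-numbered klf9-/- and wildtype samples from their group means were correlated in every pair (0.25 to 0.47). Fits with the number as a factor are therefore given beside a result of that time point where they changed its call. The correlations were not adjusted for PC1, whose scores fell with the number in both genotypes at ZT+2.5. They are therefore no evidence of a pairing apart from PC1.

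Computations were made with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For the principal components, the deposited rlog values were Z-transformed by gene. Signs were set so that wildtype replicate 1 of ZT-3 was positive on PC1, ZT-3 samples were higher on PC2, klf9-/- samples were higher on PC3 and ZT0 samples were lower on PC4. Group values are in SD of the 24 scores. Scores were compared by exact permutation of the labels, within time points or genotypes where several were joined. Correlations were tested with 100000 permutations.

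For differential expression, counts were rounded, genes were filtered with filterByExpr by group, and libraries were scaled by TMM (factors 0.925 to 1.07). edgeR's quasi-likelihood test with robust estimates was applied to the 8 samples of each time point, to all 24 with time as a factor, and to all 24 with 6 group means for the interaction of genotype and time. The contrast of ZT-3 against the mean of ZT0 and ZT+2.5 used that last fit. The PC1 score of the 24 samples was a covariate. The paper's methods name PC1 as a covariate but do not state whether it came from all samples or from those of each run. P-values were adjusted by the Benjamini-Hochberg method. Values in text are in CPM with TMM factors, and log2 CPM has a prior count of 2. Where all samples of a group had fewer than 3 counts, the fold is a lower bound. Gene lists were tested with camera (limma) at an inter-gene correlation of 0.01, at an adjusted p of 0.05 over the lists of a comparison. The 16 lists were crystallins (Fig. 3f), complement and sterol biosynthesis (Table S7), and markers of liver, exocrine pancreas, endocrine pancreas, intestine, differentiating neurons, mature neurons, proliferation, embryonic globins, other erythroid genes, thymus, lens without crystallins, photoreceptors and fast muscle. Reads that near-identical copies share, as among crystallins and globins, may be split between them by RSEM, so single members are less certain than their sum.

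The scripts were tested on simulated counts drawn from the real means and library sizes, with about 200 genes changed by a log2 fold change of 1. They recovered 93.3%, 93.8% and 95.4% of these at ZT-3, ZT0 and ZT+2.5, 99.0% over all time points, 86.0% for the interaction and 88.5% for the contrast. False calls were 2.16%, 2.14%, 0.538%, 1.50%, 8.51% and 3.28% of the calls. No recovered gene had the wrong sign, which was not checked for the interaction. Apart from the changed genes, all simulated samples shared the same mean profile, without time or PC1 effects and without correlation between genes. The rates therefore do not show performance under such variation. The contrast was tested there with the fold-change threshold, which its real calls did not use.

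Genes named are klf9, every gene the paper names for the RNA-seq, members of the crystallin, complement and sterol lists, the 5 largest positive and 5 largest negative changes over all time points among genes past the thresholds there and in the same direction at each time point, the 5 smallest p-values of the interaction, and of the other lists at most the highest and lowest member. Outside this rule, gngt1, rogdi and lamb1a, from the primers of Table S2, were chosen after their values were seen. So were tnxba, acana and si:dkeyp-57d7.4, from the contrast of ZT-3 against the other time points. The tests, marker lists, naming rule and most alternatives were fixed before the data were examined. The alternatives were DESeq2, RLE factors, other gene filters, no PC1, PC1 of the 8 samples of a time point, a fit of all 24 samples at each time point, a replicate block, other thresholds, fry or an estimated correlation for the lists, other values for the components, and leaving out each sample in turn. Added after seeing the data were DESeq2 with PC1 of the 8 samples, DESeq2 with time as a number or without time, all 16 lists in the contrast, thinning of the libraries to one total, other windows and gene sets around klf9, and components from as many genes as Table S4 has or from genes with a mean count of at least 200. That last minimum was picked from 14 count filters because its shares of variance lay closest to those the paper gives. It was used only as an alternative and beside the paper's shares.

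Positions came from the annotation of the GRCz12tu assembly, joined by gene name and synonym, and were used only for neighbours of klf9. This assembly is not the one the authors used. Gene ontology analysis was left out, since no table assigning genes to its terms was at hand. The mapping to single-cell clusters, the Nanostring values and the liver volumes were left out, since the values behind them are not among the files analysed. Of Table S4, 1999 of 16133 genes were at hand.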

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

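The splits of the samples, the fit without PC1 and leaving out each sample in turn were set before the data were examined. All other tests of explanations in this part were chosen after the results were seen.

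Of 295 groups of 4 values, 21 had a sample whose gap to the nearest other, relative to the group's range, exceeded Dixon's 95% critical value; about 1 in 20 does so by chance, or 14.75. Of the 21, 14 were in replicate 1 or 4, which the PC1 order makes the likeliest to lie at an end, and 4 in klf9-/- ZT+2.5 replicate 1. Whether handling order or chance placed them cannot be told apart by this count.

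On PC2, wildtype ZT-3 replicate 4 scored 1.64 (others 1.096 to 1.17), and on PC4 1.65 (others 0.05 to 0.17). On PC4, klf9-/- ZT-3 replicate 1 scored 0.12 (others 0.90 to 1.04). In log2 CPM, samples far from the others of their group were fgfr1a in wildtype ZT+2.5 replicate 2 (5.20), cry4 in klf9-/- ZT+2.5 replicate 1 (3.81), nr1d2a in klf9-/- ZT-3 replicate 3 (6.69), per2 in klf9-/- ZT+2.5 replicate 2 (7.68) and wildtype ZT-3 replicate 2 (2.16), per3 in klf9-/- ZT0 replicate 1 (7.71), cryba1b in wildtype ZT+2.5 replicate 2 (9.07), si:ch211-57b15.2 in klf9-/- ZT-3 replicate 3 (-3.56) and si:dkey-18a10.3 in klf9-/- ZT+2.5 replicate 1 (4.81). Among the list means they were liver in klf9-/- ZT+2.5 replicate 1 (7.41) and ZT0 replicate 1 (7.47), endocrine pancreas in klf9-/- ZT-3 replicate 4 (1.17) and wildtype ZT0 replicate 4 (1.52), differentiating neurons in klf9-/- ZT+2.5 replicate 1 (5.08), embryonic globins in wildtype ZT+2.5 replicate 4 (5.81), thymus in klf9-/- ZT+2.5 replicate 2 (0.34) and lens in klf9-/- ZT-3 replicate 1 (5.02). No biological explanation was tested for them.

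For thy1, with 84 tested genes between it and klf9, wildtype ZT-3 replicate 4 was at 4.02 (others 2.54 to 2.77), near the klf9-/- level. A wildtype pool holding mutant haplotypes around klf9 was a candidate explanation. On a scale from wildtype (0) to klf9-/- (1), this sample lay at 1.28 for thy1, but at a median of -0.061 for 27 genes near klf9 and 0.21 for 484 elsewhere (one-sided permutation p = 0.95). The 27 genes as a set were thus at the wildtype level. So was klf9 itself, at 48.1 CPM in this sample against means of 49.8 in wildtype and 16.4 in klf9-/- at ZT-3. This argues against mutant haplotypes spanning the region around klf9 in this pool. Whether a shorter stretch holding thy1 was carried cannot be told from these values.

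The effect of the mutation differed between time points for matn1 (adjusted p = 0.00151), si:dkey-18a10.3 (0.0219), pcolceb (0.0297) and npas2 (0.0729; 97 tested genes from klf9). The ZT-3 effect differed from the mean of the others for matn1 (1.13), pcolceb (1.01), tnxba (ENSDARG00000001760; 0.89), npas2 (0.65), acana (ENSDARG00000035891; 0.62) and si:dkeyp-57d7.4 (ENSDARG00000101597; 0.38). The names tnxba, acana and si:dkeyp-57d7.4 were chosen after their values were seen. As many interactions arose in 5 of the 100 splits and as many contrasts in 2 of the 100 splits. The splits mixed the genotypes separately at each time point, so an effect shared by all time points could appear in them as an interaction. They therefore cannot tell whether the number of interactions is what chance gives. Variation between pools may act, since 1 sample left out gave 2 to 11 genes.

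Among lists, the same contrast was 0.41 for crystallins, -0.20 for liver, 0.40 for lens without crystallins and 0.11 for fast muscle. Contrasts as large arose in 13, 49, 17 and 28 of the 100 splits, which for the same reason cannot tell chance from dependence on time. None passed fry over the 16 lists (adjusted p 0.69). For the crystallins at ZT-3, the median was as large in 4 of the 35 splits, at ZT0 in 22 and at ZT+2.5 in 19. Reads shared by paralogs do not account for it, since the summed reads gave 0.57, nor does the PC1 covariate, since 0.55 remained without it. Crystallins followed the other lens genes between samples (r within groups 0.89), as a varying share of lens RNA would give. They also followed the fast muscle genes (r within groups 0.72), so the relation was not particular to the lens. A varying share of the whole eye is unlikely, since photoreceptor genes at ZT-3 had a median of 0.069.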

How the results depend on the processing

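Of the settings here, DESeq2 with PC1 of the 8 samples, DESeq2 with time as a number or without time, Table S4's number of genes and a mean count of at least 200 were chosen only after the results were seen.

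Genes past the thresholds, higher and lower in klf9-/-. Without a fold-change threshold there were 1183 and 812 at ZT-3, 1722 and 1342 at ZT0, 859 and 647 at ZT+2.5, 4523 and 3816 over all time points, 2540 and 1957 at any time point, and 323 and 224 at all of them, since the threshold removes small changes. Without PC1 there were 232 and 115, 290 and 183, 92 and 52, 602 and 329 over all time points, 423 and 239 at any and 53 and 30 at all; the cause was not tested. An adjusted p of 0.05 gave 237 and 90 at ZT+2.5, 83 and 34 at all time points, and 3 genes in the contrast, by construction. The fit of all 24 samples gave 583 higher at ZT+2.5 and 221 at all time points; the cause was not tested. At least 10 counts in every sample left 184 lower genes over all time points, by construction. With no PC1, 1 interaction and 1 contrast gene remained, and with DESeq2 35 and 31; the cause was not tested.

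With each sample left out, higher genes ranged over 250 to 478 at ZT-3 (fewest without klf9-/- replicate 3), 355 to 568 at ZT0 (without klf9-/- replicate 4) and 183 to 399 at ZT+2.5 (without klf9-/- replicate 3), and lower genes over 147 to 313, 138 to 254 and 75 to 185. Over all time points they were 734 to 848 and 319 to 383. Interactions were 2 to 11, and genes in the contrast 2 to 7.

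Gene lists. With the estimated correlation, medians stay the same but no list passed except complement at ZT0: at ZT-3 crystallin (0.54), complement (0.31) and sterol (-0.11) had an adjusted p of 0.111, sterol at ZT0 (-0.13) 0.391, complement (0.58) and sterol (-0.10) at ZT+2.5 0.152 and 0.302, and the crystallin contrast (0.41) 0.0863. Over all time points it was 0.0824 for complement (0.42) and embryonic globins (-0.49), 0.243 for sterol (-0.10), 0.174 for liver (0.54) and exocrine pancreas (0.80), 0.359 for intestine (0.32) and 0.335 for proliferation (-0.15). Pools vary together within lists, which this setting counts. With fry, sterol at ZT0 (-0.13, 0.188) and ZT+2.5 (-0.10, 0.178), the crystallin contrast (0.41, 0.110) and the crystallin time courses in wildtype from ZT-3 to ZT+2.5 (0.31, 0.119) and in klf9-/- from ZT-3 to ZT0 (-0.25, 0.205) did not pass. Differentiating neurons (-0.0463, 0.0468), other erythroid genes (-0.18, 0.0468), thymus (0.15, 2.58e-05), lens (0.29, 0.0357) and photoreceptors (0.0615, 0.0468) did; the cause was not tested.

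Crystallins at ZT0 were 0.30 without PC1 (4.43e-04), -0.0174 with PC1 of the 8 samples (0.784) and 0.26 in the fit of all samples (0.0023), and at ZT+2.5 0.0868 with all genes (0.0337); their adjusted p ranged over 4.43e-04 to 0.784 and 1.37e-04 to 0.665. Sterol at ZT0 was -0.10 with PC1 of the 8 samples (0.176; range 5.62e-04 to 0.391). Over all time points, intestine was 0.26 without PC1 (0.0825; range 0.00132 to 0.359), differentiating neurons -0.0488 with all genes (0.0468; range 0.0468 to 0.680), and lens 0.28 with RLE factors (0.0486), 0.28 with all genes (0.0214), 0.28 without PC1 (0.0303; range 0.0214 to 0.543). Fast muscle was -0.00399 with RLE factors and -0.00108 with all genes (range 0.599 to 0.965). In wildtype, crystallins from ZT-3 to ZT0 were -0.0020 without PC1, and in klf9-/- from ZT-3 to ZT+2.5 -0.23 (0.0262). The cause was not tested. Leaving out a sample gave crystallin -0.0239 to 0.26 at ZT0 and 0.0102 to 0.18 at ZT+2.5, sterol -0.16 to -0.0715 at ZT0 and -0.138 to -0.0532 at ZT+2.5, complement 0.190 to 0.360 at ZT-3 and 0.289 to 0.801 at ZT+2.5 (lowest without wildtype replicate 1 of each time point, and all past an adjusted p of 0.1), lens 0.22 to 0.33 and fast muscle -0.0215 to 0.0175. Adjusted p over the alternatives was 1.34e-20 to 0.111 for crystallin at ZT-3, and over all time points 1.43e-06 to 0.0824 for complement, 2.35e-04 to 0.243 for sterol, 1.29e-10 to 0.174 for liver and 5.45e-13 to 0.174 for exocrine pancreas.

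Components. The share of PC1 was 29.2% unscaled, 19.0% from log2 CPM, 26.7% with Table S4's number of genes and 26.8% with a mean count of at least 200. PC2 took 20.5% unscaled, 18.2% and 18.3% in those added settings, PC3 14.2% unscaled, and PC4 8.60% from log2 CPM and 8.44% and 8.46% in the added settings. On PC2, klf9-/- minus wildtype at ZT-3 was -0.097 unscaled (exact permutation p = 0.886), -0.14 from log2 CPM (0.514), -0.32 with a mean count of at least 10 (0.0857) and -0.19 in both added settings (0.343). At ZT0 it was -0.81 unscaled (0.143), 0.17 from log2 CPM (0.629) and -0.61 in both added settings (0.0857), at ZT+2.5 -0.35 unscaled (0.514) and -0.34 from log2 CPM (0.6), and within time points -0.42 (0.161) and -0.10 (0.626). On PC1 it was -0.36 unscaled (0.281). PC1 kept the replicate order in 3 groups from log2 CPM, and its relation to total counts was 0.0158. The cause was not tested. Without single samples, PC2 ranged over -0.70 to 0.0695, -1.03 to -0.44 and -0.81 to -0.28 at ZT-3, ZT0 and ZT+2.5 and over -0.85 to -0.26 within time points, and PC4 at ZT0 over -1.89 to -0.0122. Wildtype replicate 4 of ZT-3 gave 0.07 on PC2, and wildtype replicate 1 of ZT0 gave -0.01 on PC4.

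Single genes. For thy1 (84 tested genes between it and klf9), the adjusted p was 0.507 at ZT-3 and 0.101 at ZT+2.5 without PC1, and at ZT-3 0.101 with all genes and 0.112 with PC1 of the 8 samples. Values that changed sign were clockb at ZT-3, -0.00089 with DESeq2 and PC1 of the 8 samples, cryba1b at ZT0, -0.0471 with PC1 of the 8 samples and -0.0447 with DESeq2 and PC1 of the 8 samples, and across samples left out fkbp5 at ZT-3 (-0.0350 to 0.48) and ZT+2.5 (-0.20 to 0.63), clocka at ZT-3 (-0.0886 to 0.0101) and ZT+2.5 (-0.11 to 0.0458), clockb at ZT-3 (-0.0226 to 0.0137) and ZT+2.5 (-0.0646 to 0.0266), per2 at ZT-3 (-0.00269 to 0.0348) and ZT+2.5 (-0.00754 to 0.0671), cryba1b at ZT0 (-0.0861 to 0.24), and the contrast of dbpb (-0.0322 to 0.12) and nr1d2a (-0.23 to 0.14). In all, single genes became weaker in 33 cases, stronger in 15 and reversed in 4 with the alternatives, and 3 moved. With samples left out, 66 became weaker, 19 stronger and 29 reversed. The cause was not tested.

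Same-numbered samples of the 2 genotypes correlated at -0.35 to -0.0024 at ZT-3 and -0.35 to 0.014 at ZT0. These values were not adjusted for PC1, whose scores ran in opposite directions with the number in the genotypes at both time points. They show no pairing by number there, but cannot exclude a pairing apart from PC1. With a replicate block, 475 and 264, 541 and 230, and 302 and 142 genes were higher and lower at ZT-3, ZT0 and ZT+2.5, 342 lower over all time points, and 3 and 5 passed for the interaction and contrast. At ZT+2.5, where same-numbered samples went together and PC1 fell with the number in both genotypes, crystallins were 0.17 (1.37e-04). No other list or named gene there changed its call. Over all time points, lens was 0.30 (0.0405) and the contrast of nr1d2a was 0.00149.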

Differences from the paper's values

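DESeq2 with PC1 of the 8 samples with time as a number or without time, Table S4's number of genes and a mean count of at least 200 were chosen only after the results were seen.

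The paper's 16133 genes in the components compare with 25362 here. A mean count of at least 10 (22508 genes) brought the numbers within 1.5-fold; unscaled rlog and log2 CPM did not.

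The paper's 136 genes higher at ZT0 and ZT+2.5 only compare with 72. PC1 of the 8 samples (100), DESeq2 (112) and the fit of all samples (146) closed the gap; the other alternatives set before the data were examined did not.

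The paper's 23 genes lower at ZT-3 and ZT+2.5 only compare with 14. The block (26), PC1 of the 8 samples (20), DESeq2 (21) and the fit of all samples (26) closed the gap.

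The paper's 204 genes lower over all time points (Table S6) compare with 343, and with 387 in the authors' deposited DESeq2 table at the thresholds of Fig. 2. An adjusted p of 0.05 (294) and at least 10 counts in every sample (184) brought the number here within 1.5-fold. Why the paper's table and the deposited one differ was not found.

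The paper's adjusted p of 0.0013 for per1a at ZT-3 compares with 0.0379. DESeq2 gave 0.00151, and DESeq2 with PC1 of the 8 samples, chosen after seeing the values, 0.00147.

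The paper's median of 0.475 for complement at ZT0 compares with 0.362. PC1 of the 8 samples (0.499) and the fit of all samples (0.421) closed the gap.

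The paper states that per3 and clocka were unaffected; here per3 passed an adjusted p of 0.1 at ZT0 (0.26) and over all time points (0.18), and clocka at ZT0 (-0.30, adjusted p = 0.0983). For per3 over all time points, DESeq2 with time as a number, chosen after seeing the values, gave an adjusted p of 0.208, and without time, likewise chosen, 0.689. For clocka at ZT0, the adjusted p was above 0.1 with RLE factors (0.101), without PC1 (0.134), with PC1 of the 8 samples (0.141), with DESeq2 (0.106) and with DESeq2 and PC1 of the 8 samples (0.178, chosen after seeing the values). In the authors' deposited tables, per3 also passed at ZT0 (adjusted p = 0.00606) but not over all time points (0.203), and clocka at ZT0 did not (0.161). It states an effect on per1a only at ZT-3; here ZT0 passed too (adjusted p = 0.0365), as in the deposited table (0.0896), though not in the fit of all samples (0.256) or in DESeq2 with PC1 of the 8 samples (0.108, chosen after seeing the values). It states a time-dependent effect on nr1d2a; at ZT-3 the adjusted p was 0.591, and only the block gave 0.0279; in the deposited table it was 0.662. It states that thymus was underrepresented; here 6 of its 8 tested genes were higher, 4 of them past an adjusted p of 0.1, and none was lower past it. Their median was 0.15 (fry adjusted p = 2.58e-05), but the list did not pass camera (adjusted p = 0.209; 0.335 with the estimated correlation), and with all genes the median was 0.0292. The time-dependent crystallin gene cryba1b was not past the threshold at ZT-3 (0.147), but was with DESeq2 (0.0886) and the fit of all samples (0.0966), and with DESeq2 and PC1 of the 8 samples (0.0959, chosen after seeing the values).

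The paper states that hmgcra was affected at each time point. It was past the threshold at ZT0 with no PC1 (0.0603), DESeq2 (0.0217), the fit of all samples (0.0556) and DESeq2 with PC1 of the 8 samples (0.0401, chosen after seeing the values), and at ZT+2.5 with DESeq2 (0.0269), the fit of all samples (0.0139) and the added DESeq2 fit (0.0255). Transcripts of klf9 at ZT+2.5 were past the threshold with DESeq2 (0.0129), the fit of all samples (0.00596) and the added DESeq2 fit (0.0106).

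The paper's shares of variance were reached with a mean count of at least 200 (26.77, 18.25, 12.77 and 8.46%) and with as many genes as Table S4 has (26.71, 18.18, 12.72 and 8.44%). Both were chosen after seeing the values, the first because it came closest of 14 filters.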

Other observations

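Of the tests in this part, those of library size, adjacent genes, clone names, fast muscle and the named genes near klf9 were chosen only after the results were seen, whereas the splits, the relations of PC1 and the fits without PC1 were set earlier.

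PC1 followed the replicate number in 6 of 6 groups, consistent with an order of handling, but 2 groups rose and 4 fell, so one shared order is unlikely. Total counts did not track PC1 (-0.0154). For RNA concentration (-0.353), cause and chance cannot be told apart. For biology, the genotype difference on PC1 was 0.29 SD.

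The larger number of upregulated genes is unlikely to come from library size: with every library thinned to one total, 70.1% of the called genes were higher, against 69.8%. No other split of the samples called as many genes as the real grouping. That number was reached in 1 of the 35 splits at each time point and 1 of the 100 overall, the real one included. The splits give no evidence on the excess in a single direction. A split at ZT-3 with 127 calls had 96.9% of them on its larger side, against 67.6% in the real grouping. A split at ZT0 with 131 calls had 81.7%, against 70.5%.

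Genes near klf9 were called more often. Positions were found for 64.8% of called genes, under the minimum of 80% set beforehand, so the check over all genes was void. Among genes with a gene name (chosen after that was seen; 94.1% with a position), 28 of 368 within 10 Mb were called (7.61%) against 2.88% elsewhere (odds ratio 2.77, Fisher's exact p = 6.1e-06), 16 higher and 12 lower. Within 1, 2, 5 and 20 Mb the odds ratio was 8.25, 5.91, 4.01 and 2.16, and over the chromosome 1.79, while another chromosome had 1.93 (adjusted p = 0.0044 for both), so the value for the whole chromosome is not particular to klf9. Within 10 Mb, the odds ratio was 1.71 without the fold-change threshold and 2.58 among genes not named by a clone. Haplotypes linked to the mutation may account for part. For thy1 (84 tested genes between) and npas2 (97), such a haplotype and loss of Klf9 cannot be told apart. The chromosome of klf9 also carries hmgcra, more than 10 Mb away with 415 tested genes between, and linkage was not tested for it. Elsewhere, 70 pairs of adjacent genes were called together, against 13.1 on average after permutation (p = 1e-04, the smallest possible); haplotypes and shared regulation cannot be told apart. Of genes named by a clone, 14.2% were called, against 4.07% of others.

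For the lists at each time point, medians as large arose in 3 of the 35 splits (ZT-3), 4 (ZT0) and 3 (ZT+2.5) for complement, and in 14, 2 and 18 for sterol. Over all time points they arose in 1 of the 100 splits for complement, liver, exocrine pancreas, intestine, proliferation, embryonic globins, other erythroid genes and thymus, in 4 for sterol, 21 for endocrine pancreas, 3 for differentiating neurons, 3 for mature neurons, 5 for lens, 4 for photoreceptors and 99 for fast muscle. The liver median was 0.41 without PC1, so the covariate itself is unlikely to create the pattern. A lower share of all other tissues is unlikely, since embryonic globins fell (-0.49) while fast muscle did not change; the thymus list (0.15) passed fry (adjusted p = 2.58e-05) but not camera (0.209). Crystallin and fast muscle list means were also related within groups (r = 0.72).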
